# Hyperinsulinemia promotes aberrant histone acetylation in triple-negative breast cancer

**DOI:** 10.1186/s13072-019-0290-9

**Published:** 2019-07-17

**Authors:** Parijat Senapati, Hiroyuki Kato, Michael Lee, Amy Leung, Christine Thai, Angelica Sanchez, Emily J. Gallagher, Derek LeRoith, Victoria L. Seewaldt, David K. Ann, Dustin E. Schones

**Keywords:** Insulin, Histone acetylation, Hyperinsulinemia, TNBC, Chromatin

## Abstract

**Background:**

Hyperinsulinemia, the presence of excess insulin relative to glucose in the blood, is considered to be a poor prognostic indicator for patients with triple-negative breast cancer (TNBC). mTOR, a downstream effector of insulin, enhances mitochondrial biogenesis and activity, thereby increasing acetyl-CoA precursors. Increased acetyl-CoA can, in turn, be utilized by nuclear acetyltransferases for histone acetylation, a critical feature of genome regulation. While signaling pathways downstream of insulin have been established for sometime, the effect of insulin on chromatin remains unclear. We hypothesized that hyperinsulinemia-induced metabolic changes lead to genome-wide changes in histone acetylation in TNBC.

**Results:**

MDA-MB-231 cells were xenografted into hyperinsulinemic and wild-type mice. Tumors in the hyperinsulinemic mice displayed elevated levels of histone acetylation compared to tumors in normal insulin conditions. We show that insulin treatment in vitro leads to global increase in chromatin-associated histone acetylation, in particular at H3K9, through the PI3K/AKT/mTOR pathway. Genome-wide analyses revealed that most promoter regions have an increase in histone acetylation upon insulin treatment. In addition, insulin induces higher levels of reactive oxygen species and DNA damage foci in cells.

**Conclusions:**

These results demonstrate the impact of hyperinsulinemia on altered gene regulation through chromatin and the importance of targeting hyperinsulinemia-induced processes that lead to chromatin dysfunction in TNBC.

**Electronic supplementary material:**

The online version of this article (10.1186/s13072-019-0290-9) contains supplementary material, which is available to authorized users.

## Background

Metabolic syndrome is a collection of risk factors for cardiovascular disease and diabetes, and several types of cancer [1]. Multiple factors common to metabolic syndrome, including hyperinsulinemia, hyperglycemia, hyperlipidemia as well as altered adiponectin and leptin levels, can promote tumor growth and progression [2]. Hyperinsulinemia alone, even in the absence of obesity and type 2 diabetes (T2D), is associated with increased incidence [3–6] and adverse prognosis [7, 8] for breast cancer. Triple-negative breast cancer (TNBC) is a clinically aggressive subtype of breast cancer that does not express estrogen receptor (ER), progesterone receptor (PR) or human epidermal growth factor receptor 2 (HER2) [9]. An increasing body of literature suggests that metabolic syndrome is an additional risk factor for developing TNBC in premenopausal women [10].

The insulin signaling pathway has many effectors that can promote cancer development. Insulin can stimulate tumor cell survival and proliferation by signaling through the insulin receptor (IR) [11, 12]. High circulating insulin levels can also enhance the available pool of insulin-like growth factor (IGF-I) by decreasing the expression of IGF-binding protein 1 (IGFBP1) [13]. IGF-I is a potent mitogen that can induce cell proliferation in several cell types [14]. Furthermore, insulin binding to IR leads to downstream activation of PI3K/AKT and MAPK signaling pathways [15]. The PI3K/AKT pathway has oncogenic properties and in addition induces mTOR signaling to promote cell growth [16, 17]. mTOR signaling can also stimulate mitochondrial biogenesis and activity, which increases TCA cycle utilization and ATP production through increased rates of oxidative phosphorylation [18].

Multiple lines of evidence indicate that hyperinsulinemia in patients is an important factor in breast cancer biology. Increased IR expression and the presence of phosphorylated IR/IGF-IR in breast cancer are associated with poor prognosis and decreased survival [19, 20]. Breast cancers frequently show deregulation of the PI3K/AKT and mTOR pathway [21–24]. Moreover, activation of AKT/mTOR signaling is associated with poor prognosis in TNBC [25]. Since insulin can activate the PI3K/AKT/mTOR pathway, it is predicted that hyperinsulinemia, in the absence of other metabolic dysfunctions, may drive the aggressive biology of TNBCs in insulin-resistant women. Indeed, in a mouse model of hyperinsulinemia without confounding factors such as obesity, hyperglycemia or hyperlipidemia [26], endogenous hyperinsulinemia increases mammary tumor growth as well as metastases [27] by signaling primarily through the IR [26, 28].

It is becoming apparent that metabolic products including methyl- and acetyl-donors influence the rate of modifications to DNA and histones. Acetyl-coenzyme A (acetyl-CoA) is one of these important products. In cancer cells, metabolic reprogramming leads to increased utilization of glucose through glycolysis and the TCA cycle. In proliferating cancer cells, citrate from the TCA cycle is converted to acetyl-CoA that is utilized for lipid production [29]. In the nucleus, acetyl-CoA is a substrate for histone acetyltransferases, such as p300 and CBP, to modify histone tails [30, 31]. Histone acetylation is shown to be an important modification regulating gene expression by increasing the accessibility of chromatin [30, 31]. Thus, acetyl-CoA is a key metabolite linking metabolism, signaling and the epigenome.

Many studies, as we have discussed above, have indicated a role for hyperinsulinemia in breast cancer. However, it is unclear how this may directly impact TNBC cells. Tumor growth and malignant transformation are often associated with deregulation of histone acetylation [31], suggesting that maintaining appropriate levels of this posttranslational modification and thereby chromatin accessibility is important to prevent oncogenesis. Physiological levels of acetyl-CoA in cells are comparable to the Km values of histone acetyltransferases. Therefore, fluctuations in acetyl-CoA levels can translate into altered enzymatic activity and histone acetylation [32]. We therefore hypothesize that elevated insulin drives increased production of acetyl-CoA, which leads to increase in histone acetylation to impact nuclear processes.

We report here an investigation into the effects of hyperinsulinemia on chromatin acetylation. We find that insulin induces global increases in histone acetylation in vivo, in MDA-MB-231 cells xenografted into a hyperinsulinemic mouse model, as well as in vitro. Insulin-induced histone acetylation occurs through the PI3K/AKT/mTOR pathway and occurs on chromatin-associated histones. Quantitative ChIP-seq analyses (ChIP-Rx) showed that gene promoters exhibit the greatest increases in histone acetylation. We furthermore provide evidence that insulin triggers an increase in mitochondrial biogenesis and bioenergetics, which when blocked by metformin attenuates the increase in H3K9 acetylation. Finally, insulin induces DNA damage in cells through enhanced reactive oxygen species (ROS) production and increased chromatin accessibility. These findings suggest that hyperinsulinemia leads to altered cell metabolism that influences chromatin acetylation in tumor cells, thereby influencing gene expression across the genome.

## Results

### Hyperinsulinemia increases histone acetylation in vivo and in vitro

To begin to investigate the effect of elevated insulin levels on histone acetylation and nuclear gene regulation, we utilized an immunodeficient hyperinsulinemic mouse model, *Rag1*^−/−^/MKR^+/+^ [33]. MKR mice harbor a dominant negative mutation in the IGF-IR expressed specifically in the skeletal muscle [26]. The female *Rag1*^−/−^/MKR^+/+^ mice develop hyperinsulinemia but do not exhibit obesity, hyperglycemia or dyslipidemia [26]. Orthotopic tumor xenografts were performed in *Rag1*^−/−^/MKR^+/+^ (Rag/MKR) mice and *Rag1*^−/−^ (Rag/WT) female mice using MDA-MB-231 cells, as previously described [34]. Tumors derived from the Rag/MKR mice were significantly larger and weighed more than those derived from the MKR tumors, as previously described [34] (Fig. 1a, b). To investigate whether tumors from hyperinsulinemic mice showed increased histone acetylation, we performed western blot analysis on tumor protein extracts from Rag/WT or Rag/MKR mice. Results show significantly increased histone acetylation in tumors from Rag/MKR mice (Fig. 1c, d). To directly investigate the effect of insulin on chromatin, we treated MDA-MB-231 cells in vitro with 100 nM insulin for different durations (1 h, 3 h and 6 h) and assayed the levels of histone acetylation via western blot. We observed an increase in total histone H3 acetylation levels (acH3) after 3 h of insulin treatment (Fig. 1e, f). This increase was more pronounced for specific residues such as H3K9 and H3K14 (Fig. 1e, f). These results indicate that hyperinsulinemia enhances histone acetylation in MDA-MB-231 cells in vitro and tumors in vivo. We further assessed global histone acetylation levels in one additional TNBC cell line, MDA-MB-436, as well as several other non-TNBC cell lines: T47D, AU565 and HCC1954 (Additional file 1: Figure S1A–D). While levels of histone acetylation increased in MDA-MB-436 cells after insulin treatment, histone acetylation did not increase in T47D, AU565 or HCC1954 cells, suggesting that the increase in H3K9ac levels by insulin is specific to TNBC cell lines.

**Fig. 1:**
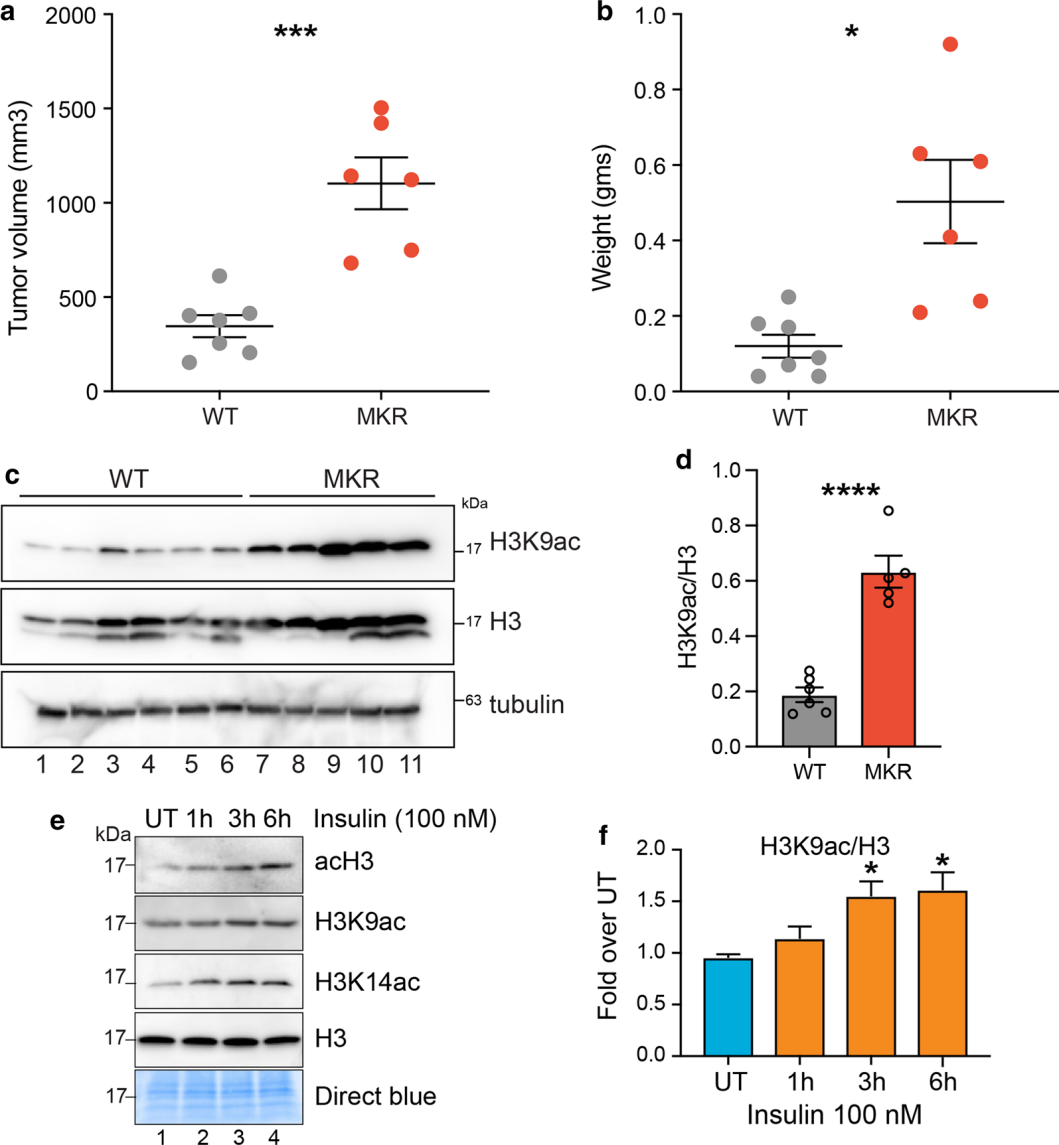
Hyperinsulinemia in MKR mice and in vitro promotes an increase in histone acetylation. **a** Tumor volume (mm^3^) and **b** weight are shown for tumors from Rag/WT (WT) and Rag/MKR (MKR) mice. Significance was calculated using unpaired Student’s *t* test. *p < 0.05, ***p < 0.001. **c** Western blot analysis showing the total levels of H3K9ac and H3, tubulin controls, in WT and MKR tumors. **d** Densitometric quantification of H3K9ac/H3 western blot signals in **c**. Values are Mean + SEM; *n* = 6 for Rag/WT and n = 5 for Rag/MKR lysates. Significance was calculated using unpaired Student’s *t* test. ****p < 0.0001. **e** Western blot analysis using the indicated antibodies in MDA-MB-231 (TNBC cell line) cell lysates treated with insulin (100 nM) for 1 h, 3 h or 6 h. **f** Densitometric quantification of H3K9ac/H3 western blot signals in (**e**). Data are represented as fold change over UT. Values are Mean + SEM; *n* = 3. Statistical significance was calculated using one-way ANOVA, Dunnett’s multiple comparisons test. *p < 0.05

### Histone acetylation induced by insulin is dependent on the PI3K/AKT/mTOR pathway

To confirm that the PI3K/AKT pathway was activated by insulin, we assessed the levels of phospho-AKT by western blot using a phospho-AKT antibody. Phospho-AKT levels were induced at higher levels after 1 h of insulin treatment, after which the signal was attenuated, as expected (Fig. 2a). To assess the role of PI3K/AKT/mTOR pathway activation in increasing histone acetylation levels, we inhibited the action of mTOR and PI3K kinases using specific small molecule inhibitors. We pretreated MDA-MB-231 cells with an mTOR inhibitor, rapamycin, and PI3K inhibitor, LY294002, followed by insulin treatment. AKT and p70 S6 kinase (S6K) (an mTOR kinase substrate) was induced by insulin treatment in rapamycin untreated cells (Fig. 2b, lanes 1 and 2, 3). Rapamycin pre-treatment, however, inhibited the phosphorylation of S6K without affecting AKT phosphorylation, confirming that rapamycin indeed inhibited mTOR kinase activity (Fig. 2b, lanes 4 and 5, 6). Both mTOR inhibition and PI3K inhibition, by rapamycin and LY294002 treatment, respectively, suppressed the H3K9ac increase induced by insulin (Fig. 2b–d). These results show that insulin induces global histone acetylation by activating the PI3K/AKT/mTOR pathway.

**Fig. 2:**
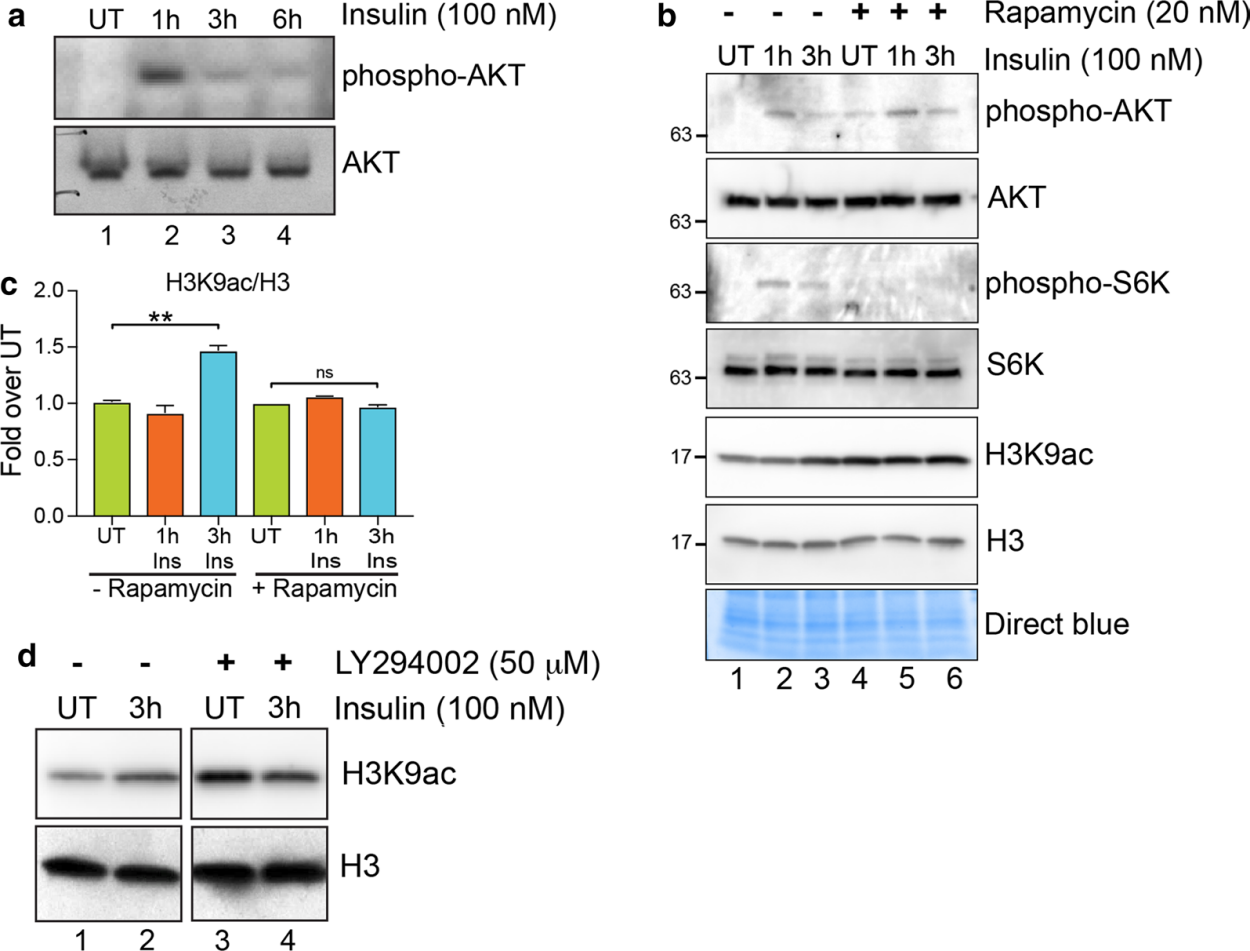
Loss of mTOR and PI3K signaling blocks H3K9ac induced by insulin. **a** Western blot analysis using the indicated antibodies in MDA-MB-231 cell lysates treated with insulin (100 nM) for 1 h, 3 h or 6 h. **b** Western blot analysis using the indicated antibodies in MDA-MB-231 cells pretreated (lanes 4–6) or not (lanes 1–3) with 20 nM mTOR inhibitor rapamycin (1 h) followed by insulin treatment for 3 h. **c** Densitometric quantification of H3K9ac/H3 western blot signals in (**b**). Data are represented as fold change over respective UT. Values are Mean + SEM; *n* = 3. Statistical significance was calculated using one-way ANOVA, Tukey’s multiple comparisons test. **p < 0.01. **d** Western blot analysis using the indicated antibodies in MDA-MB-231 cells pretreated (lanes 3 and 4) or not (lanes 1 and 2) with 50-µM PI3K inhibitor LY294002 (1 h) followed by insulin treatment for 3 h

### Insulin induces H3K9 acetylation on promoter regions

To confirm that the insulin-induced histone H3 acetylation is chromatin bound and not on newly synthesized or free histones, we performed chromatin fractionation after insulin treatment followed by western blot analyses. Results from these experiments demonstrated that insulin-induced H3K9ac was exclusively chromatin bound (Fig. 3a, b). To characterize the genomic loci associated with increased histone acetylation after insulin treatment, we performed quantitative ChIP-seq analyses [35] (see Additional file 1: Supplementary materials and methods). 

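In quantitative ChIP-seq with a reference genome (ChIP-Rx), chromatin from another species is mixed into every sample before immunoprecipitation, and its reads serve as an internal standard. MDA-MB-231 cells, a triple-negative breast cancer cell line, were depleted of serum and then left untreated (UT) or treated with 100 nM insulin for 3 h or 6 h. Nuclei of Drosophila S2 cells were added to each sample in a fixed ratio before shearing. H3K9ac was immunoprecipitated in 2 libraries per condition, and 1 input library was sequenced per condition. The authors aligned the reads with bowtie to a combined human (hg19) and Drosophila (dm3) genome and called broad peaks with macs2 in each library against the input of its condition, at a q-value under 0.1. Each deposited list gives the position of every peak, its fold enrichment over input, and the −log10 of its p-value and q-value, without spike-in normalization. According to the paper's Table S1, between 33128942 and 39637418 reads per ChIP library aligned to hg19. The lists held 37753 and 40709 human peaks in the UT libraries, 44357 and 45520 at 3 h, and 39701 and 41002 at 6 h. At a q-value under 0.01, these numbers were 31853 and 32968 in UT, 35852 and 35400 at 3 h, and 34179 and 34242 at 6 h. The median length of a human peak lay between 1343 and 1435 bp in the 6 lists. Because the peaks were called separately in each library, the lists hold no read counts over common regions, and H3K9ac levels could not be compared peak by peak. Overlapping peaks of the 6 libraries were merged into union peaks instead. A union peak was called gained when it was present in both insulin-treated libraries and in neither UT library, and lost in the reverse case. Peak lengths at promoters were compared as well. The 4 libraries of a comparison can be split into equal groups in only 3 ways, so no permutation test could reach a p-value of 0.05, and none was run on the ChIP lists.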

By performing spike normalization (see Additional file 1: Supplementary materials and methods, Figure S2A–F), we observed global increases in H3K9ac levels on peaks in 3 h and 6 h insulin-treated cells (Additional file 1: Figure S2A–F).

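The lists analysed here carry no normalized scores, so the size of the spike-in correction was computed from the read numbers that the paper reports in Table S1. The UT libraries had 13.8 and 13.7 human reads per Drosophila read, a mean of 13.75 ± 0.0764 (SD, n = 2). This ratio was 16.41 ± 0.210 (SD, n = 2) at 3 h and 15.37 ± 0.201 (SD, n = 2) at 6 h. Relative to UT, the ratio was 1.19-fold higher at 3 h and 1.12-fold higher at 6 h, and both differences were larger than the SD of the replicates. Each condition had a single input library, without replicates. The inputs had 17.4 human reads per Drosophila read in UT, 21.7 at 3 h and 18.3 at 6 h. Division of each ChIP ratio by that of its input was chosen after these values were seen. After it, the ratio at 3 h was 0.954 times that of UT, and the ratio at 6 h was 1.06 times that of UT.

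**Figure D1:**
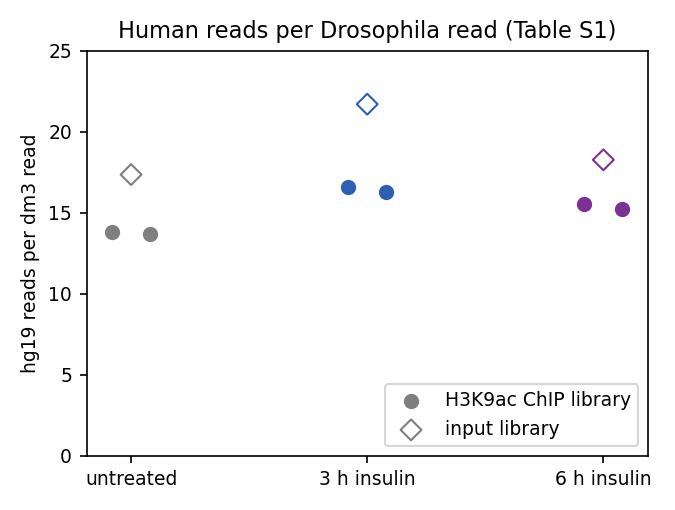
Human (hg19) reads per Drosophila (dm3) read in each H3K9ac ChIP library (dots) and each input library (diamonds), from the paper's Table S1. The ChIP libraries lie at 13.7 and 13.8 in untreated cells, 16.3 and 16.6 at 3 h, and 15.2 and 15.5 at 6 h, and every input lies above the ChIP libraries of its condition.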

**Fig. 3:**
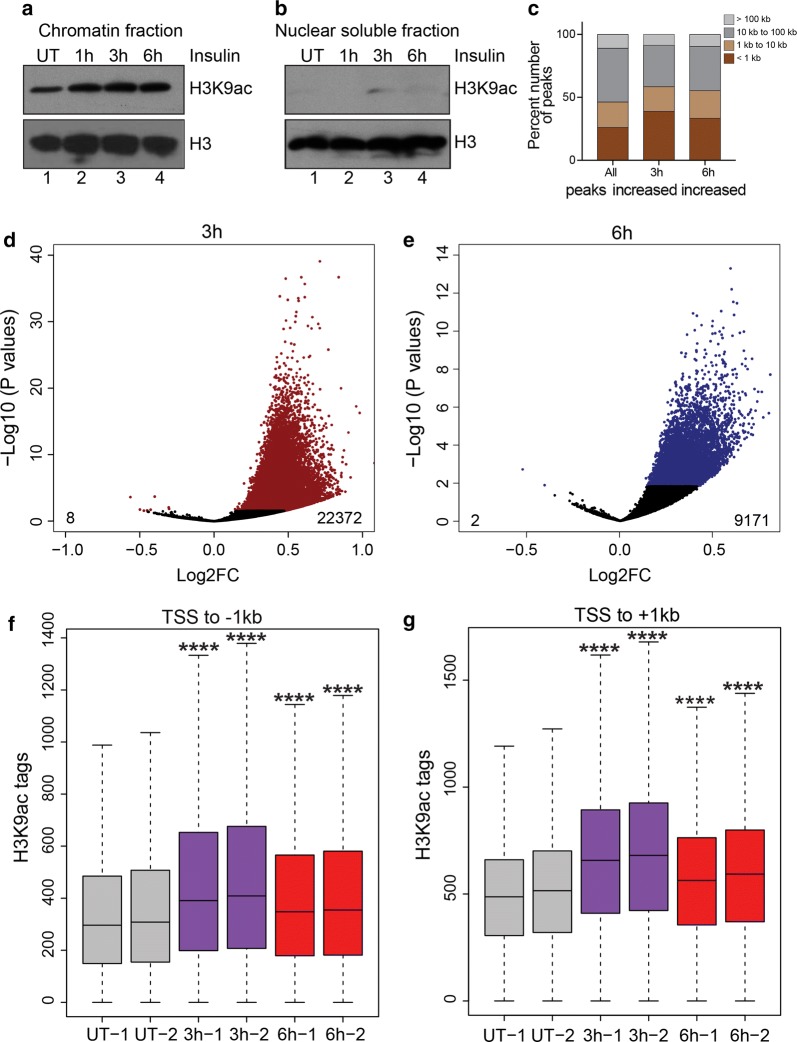
Insulin induces H3K9 acetylation on promoter regions. **a** Western blot analysis for H3K9ac in chromatin fraction or **b** nuclear soluble fraction (right panel) extracted from insulin-treated cells. **c** Stacked bars showing the distribution of H3K9ac peaks categorized by distance to nearest transcription start site (TSS). **d** Volcano plot showing the 22,372 peaks that increased and 8 peaks that decreased H3K9ac acetylation after 3 h insulin treatment. **e** Volcano plot showing the 9171 peaks that increased and 2 peaks that decreased H3K9ac acetylation after 6 h insulin treatment. **f** Box plots showing the distribution of peak scores at − 1 kb to TSS regions of significantly increased H3K9ac peaks. **g** Box plots showing the distribution of peak scores at TSS to + 1-kb regions of significantly increased H3K9ac peaks. Significance was calculated using Kruskal–Wallis test followed by Dunn’s multiple comparisons test. Adjusted *p* values were calculated using Benjamini–Hochberg method. ****p < 0.0001

To identify the genomic loci associated with enhanced histone acetylation, we annotated the H3K9ac peaks based on distance to the nearest RefSeq-annotated TSS. 

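The distance from the centre of each union peak to the nearest 5′ end of a gene was measured on GRCh37, the genome behind hg19, with GENCODE genes lifted to that genome. Of the union peaks of all 6 libraries, 19.7% had their centre within 1 kb of a TSS. A further 32.4% lay between 1 and 10 kb away, 44.7% between 10 and 100 kb, and 3.21% farther than 100 kb. Together, 52.1% lay within 10 kb. The choice of genes moved this share most, and it was 33.5% with protein-coding genes only.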

Almost half of H3K9ac peaks were promoter proximal (~ 26% within 1 kb and an additional ~ 20% between 1 and 10 kb of nearest TSS) (Fig. 3c). 

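At 3 h, 2865 human union peaks were gained (5.06% of the union set) and 424 were lost (0.75%). At 6 h, 1444 were gained (2.55%) and 759 were lost (1.34%). As a measure of chance, the other 2 ways of splitting the 4 libraries gave between 345 and 704 peaks specific to a group at 3 h, and between 353 and 772 at 6 h. Gained peaks thus outnumbered every such split at both times, whereas the lost peaks lay inside that range. These splits include that of the first against the second libraries, and the second held more human peaks in every condition. The range can therefore include a difference between replicates beside chance. With the same number of top-scoring peaks taken from every library, 1282 peaks were gained and 866 were lost at 3 h. At 6 h these numbers were 1194 and 889. Drosophila peaks in the same lists come from chromatin that saw no insulin and were counted after the data were seen. Of these, 234 were gained and 125 lost at 3 h, and 77 were gained and 219 lost at 6 h. The gained human peaks were weak ones. Their median rank by q-value lay at the 18.2 and 19.95 percentiles of the 3 h lists, and at the 15.5 and 16.8 percentiles of the 6 h lists. Their median lengths were 569 and 607 bp at 3 h and 540 and 521 bp at 6 h.

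**Figure D2:**
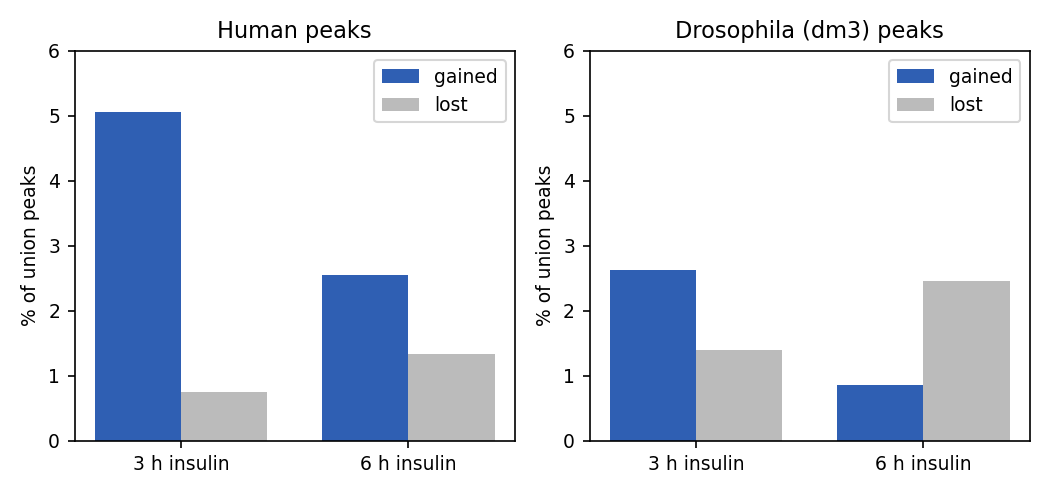
Peaks gained (blue) and lost (grey) relative to untreated cells, as a percentage of the union peaks, for human peaks (left) and Drosophila peaks (right). Human peaks were gained more often than lost at both times, 5.06% against 0.75% at 3 h, while Drosophila peaks were gained more often at 3 h (2.62% against 1.40%) and lost more often at 6 h (0.86% against 2.45%).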

We used DESeq2 [36] to identify peaks that were significantly increased (adjusted *p *< 0.05) in both 3 h and 6 h insulin-treated cells compared to UT; 22,372 and 9,171 peaks had significant increase in H3K9ac at the 3 h and 6 h treatment time points, respectively (Fig. 3d, e). 

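Of the peaks gained at 3 h, 39.4% lay within 10 kb of a TSS and 6.11% within 1 kb. The gained peaks at 6 h had shares of 36.6% and 4.57%. Among lost peaks, 41.0% lay within 10 kb at 3 h and 44.0% at 6 h. All of these shares were below that of the union set. Gained peaks are by definition absent from both UT lists, so promoters with a peak in every library are not among them. When protein-coding genes only were counted, the shares of gained peaks within 10 kb fell to 17.9% at 3 h and 16.3% at 6 h.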

Of the significantly increased peaks, approximately 58% and 55% of the peaks were promoter proximal (Fig. 3c) in 3 h and 6 h samples, respectively, indicating that increases in H3K9ac were predominantly localized at promoter regions and could potentially influence gene expression. Heat maps of H3K9ac at ± 2 kb around annotated start sites of transcripts further confirmed the increase in H3K9ac signal at promoter regions in insulin-treated cells. 

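Peak length was compared at the promoters of expressed genes with a peak centred within 1 kb of the TSS in all 4 libraries of a comparison. Promoters under a peak centred farther away were left out. At 3 h, the median log2 ratio of the mean peak length to UT was 0.08 over 9710 promoters. Each 3 h library was set against each UT library, and the 4 medians ranged from 0.04 to 0.11. The median differences between replicates were smaller, −0.03 between the UT libraries and −0.03 between the 3 h libraries. The 6 h median was 0.0012 over 9942 promoters, with the 4 pairs between −0.03 and 0.04. Replicates differed there by −0.03 in UT and −0.04 at 6 h, so no change in length was detectable at 6 h. Promoters are not independent replicates, and no test was run across them.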

There was a higher enrichment of H3K9ac signals at promoters in 3 h compared to 6 h treated cells (Additional file 1: Figure S3). This was also evident at TSS ± 1 kb regions of genes with increased H3K9ac (Fig. 3f, g). These results show that insulin induces genome-wide increase in H3K9ac at promoter regions of genes and thereby could be involved in transcriptional regulation.

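Human peaks covered 70.5 and 75.3 Mb in the UT libraries, 83.0 and 87.3 Mb at 3 h, and 75.5 and 75.6 Mb at 6 h. Both 3 h libraries exceeded both UT libraries by more than the replicates differed, whereas the 6 h libraries exceeded the higher UT library by less than the UT libraries differed. In the same lists, Drosophila peaks covered 9.32 and 10.3 Mb in UT, 10.2 and 10.8 Mb at 3 h, and 8.25 and 8.74 Mb at 6 h. The median fold enrichment over input of the peaks in a list was 3.72 and 3.53 in UT, 3.51 and 3.49 at 3 h, and 3.90 and 3.67 at 6 h. From the peaks with increased H3K9ac, the share of them near a TSS and the signal around start sites, the paper concludes that insulin raises H3K9ac at promoters across the genome. It proposes that the mark could thereby take part in transcriptional regulation.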

### Insulin induces H3K9ac on promoters of insulin-induced genes

To further test whether the increase in H3K9ac enrichment correlates with gene expression changes induced by insulin, we performed transcriptome analysis using RNA sequencing (RNA-seq) in untreated (UT) MDA-MB-231 cells or treated for 3 h and 6 h with insulin. 

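Polyadenylated RNA of 2 libraries per condition was sequenced. The authors aligned the reads to hg19 with HISAT2, assembled and merged transcripts with StringTie on the Gencode v19 annotation, and counted reads with bedtools. The deposited values are the raw number of reads counted on each of 195895 transcripts, without normalization. Their sums, from 116303218 to 151012305 per library, exceed the number of reads that the supplementary methods state per library, so a read that overlaps several transcripts was counted on each. Of the transcripts, 182556 (93.2%) were matched to the annotation, and they belong to 56220 genes. Each gene was given the counts of its transcript with the highest mean count, so that a read was not added up over the transcripts of a gene. These counts summed to 26497259 and 31186598 in the UT libraries, 33459459 and 28011830 at 3 h, and 27796830 and 25901865 at 6 h. Under such counting, overlapping genes and near-identical copies share reads, and a change in one of them can appear in the other. The 6 libraries were analysed in 1 quasi-likelihood fit of edgeR with TMM normalization, over the 20687 genes that passed its filter on low counts, with Benjamini-Hochberg adjustment. A gene was called changed at the paper's thresholds, an adjusted p-value under 0.1 and an absolute log2 fold change of at least 0.5. The root mean square log2 difference between replicates was 0.28 in UT, 0.25 at 3 h and 0.34 at 6 h. The first principal component held 33.4% of the variance and set the second 6 h library (35.0) apart from the first (5.28).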

We quantified changes in gene expression after 3 h and 6 h of insulin treatment from RNA-seq data using DESeq2 [36]; 207 and 384 genes exhibited significantly altered expression in 3 h and 6 h insulin-treated cells, respectively (Fig. 4a, b). 

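With edgeR, 127 genes were changed at 3 h, 45 higher and 82 lower than in UT, and 403 at 6 h, 132 higher and 271 lower. At an unadjusted p-value under 0.05, the numbers were 2716 and 4663. For all of the called genes, both treated libraries lay on the same side of both UT libraries, which held for 49.8% of all tested genes at 3 h and 49.9% at 6 h, and which chance alone gives for 33.3%. The minimum fold change moved these numbers most, and without it 692 genes were called at 3 h and 2407 at 6 h. DESeq2, the tool the paper used, called 75 genes at 3 h and 186 at 6 h, of which 75 and 185 were also called by edgeR. It gave no adjusted p-value to 36 of the 127 genes and to 190 of the 403. Of the changed genes, 56 were called at both times and all kept their direction, 20 higher and 36 lower. Both times share the UT libraries. Across all tested genes the log2 fold changes of the 2 times correlated at r = 0.542, and in 40 simulations of unchanged groups that share UT the median r was 0.497 and the highest 0.518, so most of this correlation is what shared controls give. In these simulations at most 2 genes were called at both times, but also at most 7 at 3 h and 8 at 6 h, so shared controls without any change do not give 56 genes. What sharing adds among genes that did change was not tested. The largest increases at 3 h, from 1.76 to 2.47 on the log2 scale, were in PLCB2, HSD11B2, ENSG00000259827 and MT1JP, which the annotation lists under 2 identifiers. ENSG00000259827 overlaps the 5′ end of MT1X and MT1JP is a metallothionein pseudogene, so reads of metallothionein genes could have been counted on either. The largest decreases at 3 h were in PDK4, BACH2, TNFSF18, ENSG00000249007 and KLHL24, led by PDK4 with −1.63. At 6 h, KRT16, HESX1, KRT17, ENSG00000259827 and IQANK1 rose most, by 1.94 to 3.94. Without the first 6 h library, the fold change of KRT16 moved from 3.94 to 0.77 and that of KRT17 from 2.15 to 0.26. The largest decreases at 6 h, from −2.64 to −2.28, were in RNA5S3, RNA5S7 and RNA5S5, which are near-identical copies, and in BMF-AS1 and TNFSF18. Without the first UT library, the values of the 3 RNA5S genes moved to −1.52, −1.40 and −1.52. Apart from KLHL24, each of these genes had a mean under 4 CPM (counts scaled to library size after TMM normalization) in every condition.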

Genes altered by insulin treatment showed enrichment of specific signaling pathways. Metabolic pathways required for cellular growth such as ribosome biogenesis, transcription, splicing as well as known insulin regulated pathways such as ATP production and mTOR signaling were induced by insulin (Fig. 4c). 

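Changes were tested in 10 lists of genes written from general knowledge rather than from the paper, at both times, with camera of limma and Benjamini-Hochberg adjustment over the 20 tests. Of these, 14 had an adjusted p-value under 0.05 with the preset correlation of camera. With fry 12 remained, without splicing and the zinc list at 6 h. When the correlation between genes was estimated, 6 remained, FOXO and MYC targets at both times and the mTORC1 and NF-kB lists at 6 h. Of 104 ribosome biogenesis genes, 99 were higher at 3 h and 100 at 6 h. Their median log2 fold change was 0.16 at 3 h (camera, adjusted p = 6.12e-21) and 0.28 at 6 h (camera, adjusted p = 1.54e-27), and it was positive in all 4 treated libraries. Among 85 mTORC1 genes, the median was 0.04 at 3 h, with 60 higher (camera, adjusted p = 0.00524), and 0.08 at 6 h, with 67 higher (camera, adjusted p = 2.18e-05). The median of 87 splicing genes was 0.03 at 3 h (camera, adjusted p = 0.134) and 0.08 at 6 h (camera, adjusted p = 0.000451). Of 75 oxidative phosphorylation genes, 37 were higher at 3 h (camera, adjusted p = 0.978). At 6 h, 39 of them were higher, with a median of 0.01 (camera, adjusted p = 0.448).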

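In a list of FOXO target genes, 41 genes were tested and 11 of them were higher at 3 h, with a median log2 fold change of −0.19 (camera, adjusted p = 3.08e-08). At 6 h, 5 were higher and the median was −0.30 (camera, adjusted p = 2.00e-10). The number called changed was 7 at 3 h and 10 at 6 h, and the median was negative in all 4 treated libraries. CCNG2 (ENSG00000138764), which encodes cyclin G2, lies on chromosome 4 of hg19 from 78078360 to 78091213. It had 53.3 ± 0.264 CPM in UT, 25.0 ± 0.465 at 3 h and 30.5 ± 4.60 at 6 h (SD, n = 2 each). The log2 fold change of CCNG2 was −1.09 at 3 h (SE 0.0862; edgeR, adjusted p = 0.000330) and −0.80 at 6 h (SE 0.0856; edgeR, adjusted p = 0.000712). HBP1, KLHL24, CREBRF, TP53INP1 and PIK3IP1 were called at both times, with log2 fold changes of −0.84 or below at 3 h and from −1.02 to −0.51 at 6 h. PNRC1 was called at 3 h (−0.91) and fell short of the minimum fold change at 6 h (−0.46). Of 38 tested genes in a list of apoptosis-promoting genes, 19 were higher at 3 h, with a median of −0.01 (camera, adjusted p = 0.265). At 6 h, 14 were higher and the median was −0.05 (camera, adjusted p = 0.0387).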

Genes downregulated by insulin include FOXO signaling genes as well as apoptosis-inducing genes. Interestingly, insulin treatment also downregulated genes involved in reactive oxygen species (ROS) metabolism or scavenging as well as immune cell migration and activation (Fig. 4d). Moreover, insulin upregulated several MYC (c-Myc) target genes and genes related to zinc ion homeostasis in cells (Fig. 4c). These results indicate that insulin signaling alters specific gene expression programs that aid cell growth and proliferation while also suppressing apoptosis.

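Of 45 tested genes of ROS metabolism, 23 were higher at 3 h (camera, adjusted p = 0.928). At 6 h, 15 were higher, with a median log2 fold change of −0.03 (camera, adjusted p = 0.233). A list of NF-kB and immune genes, 49 of them tested, was higher at 3 h, with 31 genes higher and a median of 0.08 (camera, adjusted p = 0.0297). At 6 h it was lower, with 10 genes higher and a median of −0.21 (camera, adjusted p = 6.75e-10). The median lay above UT in both 3 h libraries and below UT in both 6 h libraries. ICOSLG (ENSG00000160223), a ligand that stimulates T cells, lies on chromosome 21 of hg19 from 45642874 to 45660826. It had 43.5 ± 1.29 CPM in UT, 41.0 ± 0.635 at 3 h and 21.9 ± 0.229 at 6 h (SD, n = 2 each). ICOSLG thus had a log2 fold change of −0.08 at 3 h (SE 0.0585; edgeR, adjusted p = 0.622) and −0.99 at 6 h (SE 0.0625; edgeR, adjusted p = 6.09e-05).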

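Of 68 MYC target genes, 60 were higher at 3 h, with a median log2 fold change of 0.15 (camera, adjusted p = 1.05e-12), and 61 at 6 h, with a median of 0.28 (camera, adjusted p = 4.79e-17). Few of them passed the thresholds for a single gene, 0 at 3 h and 2 at 6 h. In the zinc homeostasis list, 10 of the 11 tested genes were higher at 3 h and 6 were called, with a median of 0.75 (camera, adjusted p = 8.88e-06). At 6 h, 8 were higher and 5 were called, with a median of 0.33 (camera, adjusted p = 0.0297). That value rests on 1 library, since the median relative to UT was 0.68 in the first 6 h library and 0.01 in the second. SLC30A1 (ENSG00000170385), a zinc exporter, lies on chromosome 1 of hg19 from 211744910 to 211752503. It had 41.5 ± 0.0891 CPM in UT, 100.8 ± 4.02 at 3 h and 44.0 ± 10.2 at 6 h (SD, n = 2 each). Its log2 fold change was 1.28 at 3 h (SE 0.110; edgeR, adjusted p = 0.000586) and 0.09 at 6 h (SE 0.115; edgeR, adjusted p = 0.692). MT1E, MT1X and MT2A, metallothionein genes on chromosome 16, were called at both times. Their log2 fold changes were 1.66, 1.74 and 0.75 at 3 h, and 1.54, 1.56 and 0.62 at 6 h. These genes are close in sequence to each other and to pseudogenes, so the share of each in the reads of the family is uncertain.

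**Figure D3:**
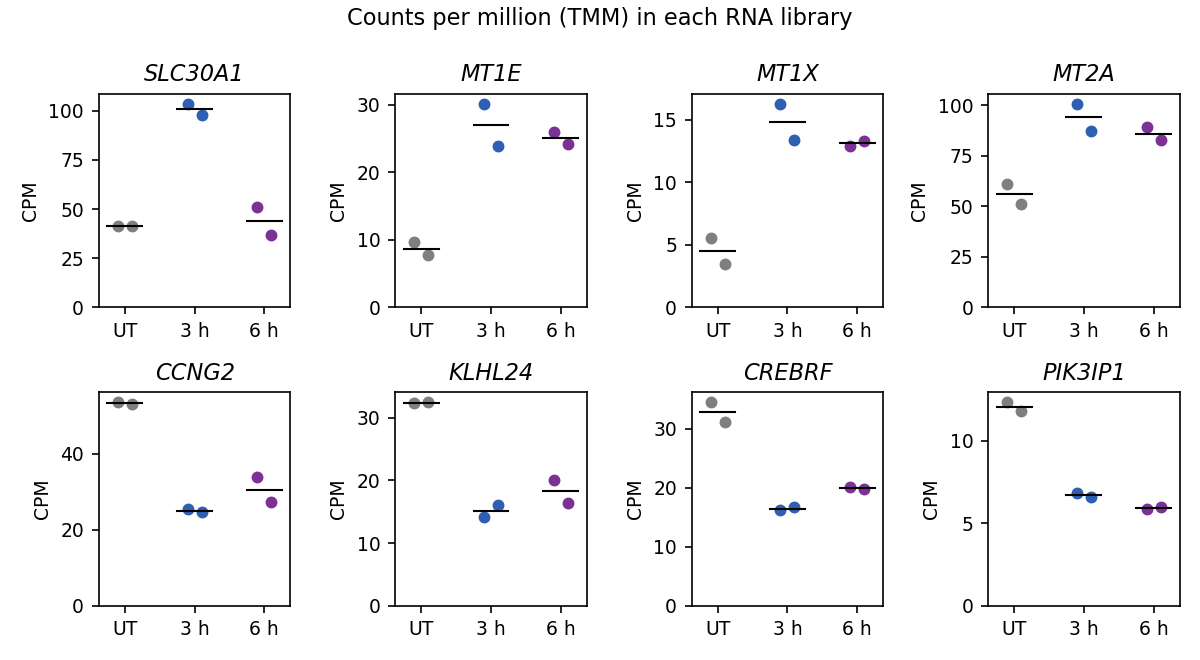
CPM after TMM normalization in each RNA library (dots, 2 per condition) with the mean of the condition (line), for SLC30A1, MT1E, MT1X and MT2A of the zinc list and for CCNG2, KLHL24, CREBRF and PIK3IP1, which were lower after insulin. SLC30A1 lies at 98.0 and 104 CPM at 3 h and at 36.8 and 51.2 CPM at 6 h, while the metallothionein genes lie above untreated cells at both times.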

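Of 41 genes listed beforehand from the paper's text, Table S2 and the labels of Fig. 4a and Fig. 4b, 27 at 3 h and 36 at 6 h had an edgeR adjusted p-value under 0.1 over all genes tested. Adjusted over the list alone, the numbers were 35 and 37. The study chose these genes on the same libraries, so the second pair is not independent evidence. With the minimum fold change, 17 were called at 3 h and 28 at 6 h. Several of them changed mainly at 6 h. CYP1B1 had a log2 fold change of −0.32 at 3 h and −1.23 at 6 h, and FZD7 of −0.44 and −1.03. YPEL3 was called at both times (−0.76 and −1.31). TNIK rose by 0.30 at 3 h and by 0.85 at 6 h. From the gene sets enriched among the genes that rose and fell, the paper concludes that insulin alters expression programs that aid growth and proliferation and suppress apoptosis.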

**Fig. 4:**
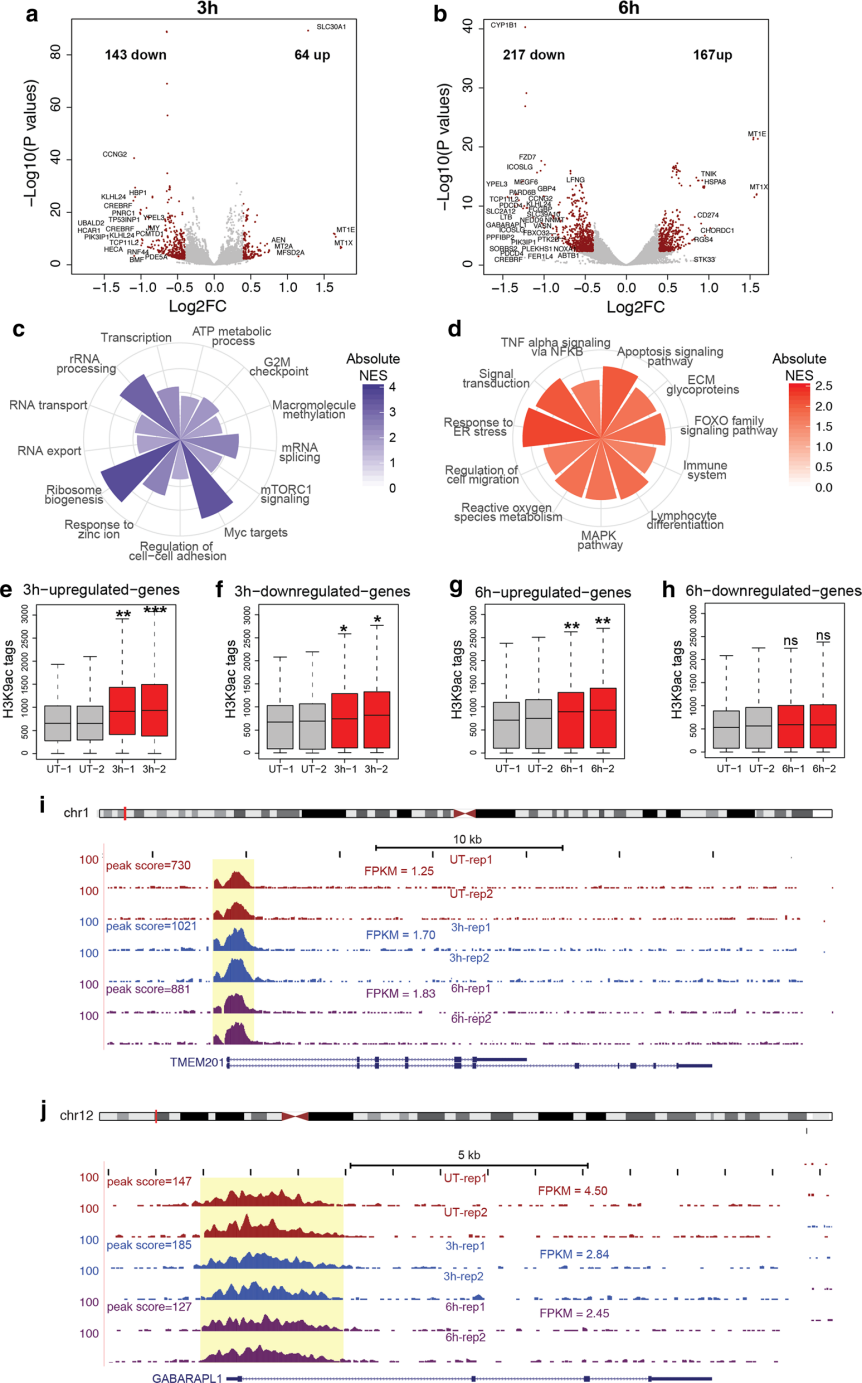
Insulin induces specific increases in H3K9ac acetylation on promoters of insulin-induced genes. **a** Volcano plots showing the genes differentially expressed after 3 h and **b** 6 h insulin treatment. Differentially expressed genes are highlighted in red. **c** Gene sets enriched in insulin-upregulated genes and **d** insulin-downregulated genes. Absolute value of Normalized enrichment score (NES) from Gene Set Enrichment Analysis (GSEA) is shown. *p* < 0.05. **e**–**h** Box plots showing the normalized H3K9ac signal at promoters (TSS ± 1 kb) of genes upregulated and downregulated after 3 h or 6 h of insulin treatment as indicated. Significance was calculated using Kruskal–Wallis test followed by Dunn’s multiple comparisons test. Adjusted *p* values were calculated using Benjamini–Hochberg method. *p < 0.05, **p < 0.01, ***p < 0.001. **i** Genome browser screen shots showing the H3K9ac signal at *TMEM201* (upregulated gene) and **j** *GABARAPL1* (downregulated gene). Expression values (FPKM) an peak scores are shown

To test whether genes altered by insulin had concordant changes in H3K9ac enrichment, we compared the H3K9ac signals on the promoter regions (TSS ± 1 kb) of genes upregulated and downregulated by insulin. Upregulated genes showed a larger increase in H3K9ac enrichment induced by insulin (Fig. 4e, g) at 3 h and 6 h, respectively. However, genes downregulated at 3 h also showed a modest but significant increase in H3K9ac enrichment at their promoters (Fig. 4f). 

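The share of called genes with an H3K9ac peak over the TSS ± 1 kb was computed in each library, as set beforehand. The fold enrichment over input that the lists give for each peak is not spike-in normalized and was not compared for these genes as a group. Of the 45 genes higher at 3 h, 73.3% and 75.6% had a peak in the UT libraries and 75.6% in each 3 h library, a mean change of 1.11 percentage points. Among 10000 random lists of the same size matched on expression, this change ranked at the 51.9 percentile. Of the 132 genes higher at 6 h, 51.5% and 52.3% had a peak in the UT libraries, and 53.8% and 54.55% in the 6 h libraries. That change of 2.27 points ranked at the 99.2 percentile of the matched lists. In a list of 132 genes it rests on few promoters. The same genes had a peak at 53.8% and 54.55% of promoters in the 3 h libraries, so the rise was not specific to 6 h. Where a promoter carries a peak in every library, a change in the amount of H3K9ac under it does not appear in these shares.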

Interestingly, genes downregulated after 6 h insulin treatment did not show any significant enrichment in H3K9ac signals (Fig. 4h). These results indicate that there is a genome-wide increase in H3K9ac signal at all expressed genes after 3 h insulin treatment. However, at 6 h the increase in H3K9ac signal is more specific to upregulated genes. 

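Of the 82 genes lower at 3 h, 87.8% and 89.0% had a promoter peak in the UT libraries and the same shares in the 3 h libraries. The change of 0 points ranked at the 17.7 percentile of the expression-matched lists. Of the 271 genes lower at 6 h, 71.2% and 73.4% had a peak in the UT libraries, and 71.2% and 71.6% in the 6 h libraries. The change was −0.92 points, at the 5.1 percentile, and it was smaller than the difference between the UT libraries.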

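Peak length at the promoters of called genes was compared after the data were seen. Only peaks centred within 1 kb of the TSS entered, fewer than those that overlap the promoter. For 27 genes higher at 3 h with such a peak in all 4 libraries, the median log2 ratio of peak length to UT was 0.18. That value lay at the 95.3 percentile of expression-matched lists, whose median was 0.08. For 46 genes lower at 3 h the ratio was 0.07, at the 42.1 percentile. At 6 h, the median was 0.04 for 49 genes higher (96.2 percentile) and −0.02 for 137 genes lower (13.6 percentile). Both 6 h values were close to the differences in length between replicates or smaller.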

Representative examples show the increase in H3K9ac enrichment on the upregulated gene *TMEM201* (Fig. 4i) and no change in H3K9ac signal on the promoter of *GABARAPL1* (Fig. 4j), a downregulated gene. Moreover, we validated the expression of a number of upregulated genes that show increase in H3K9ac upon insulin treatment by RT-qPCR (Additional file 1: Figure S4). These results indicate that the gene expression changes observed after insulin treatment are specific and are likely induced by signal-dependent transcription factors. 

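TMEM201 (ENSG00000188807) lies on chromosome 1 of hg19 from 9648969 to 9674935. It had 13.1 ± 0.268 CPM in UT, 17.5 ± 0.274 at 3 h and 19.1 ± 0.208 at 6 h (SD, n = 2 each). Its log2 fold change was 0.42 at 3 h (SE 0.0792; edgeR, adjusted p = 0.0217), below the minimum fold change, and 0.55 at 6 h (SE 0.0796; edgeR, adjusted p = 0.00323). With counts summed over transcripts, chosen after the data were seen, it was 0.50 at 6 h, just under the minimum. The H3K9ac peak over its TSS was 1829 and 2359 bp long in the UT libraries, 2255 and 3038 bp at 3 h, and 2101 and 2294 bp at 6 h. The fold enrichment of this peak over input was 7.95 and 7.47 in UT, 7.60 and 8.28 at 3 h, and 6.86 and 7.29 at 6 h. The lengths of the treated libraries overlapped those of UT, and the fold enrichment at 6 h lay below both UT libraries. GABARAPL1 (ENSG00000139112) lies on chromosome 12 from 10365496 to 10375722. It had 23.1 ± 2.30 CPM in UT, 14.6 ± 0.103 at 3 h and 12.5 ± 1.08 at 6 h (SD, n = 2 each). Its log2 fold change was −0.67 at 3 h (SE 0.0939; edgeR, adjusted p = 0.00584) and −0.89 at 6 h (SE 0.0970; edgeR, adjusted p = 0.000871). Its promoter peak was 2835 and 2768 bp long in UT, 2841 and 2578 bp at 3 h, and 2769 and 2628 bp at 6 h. The fold enrichment over input was 6.97 and 7.47 in UT, 6.42 and 6.72 at 3 h, and 6.24 and 6.45 at 6 h, below both UT libraries at each time. These ratios are not spike-in normalized.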

Genome-wide increase in H3K9ac at promoters may facilitate increased chromatin accessibility at regulatory regions, however, is not sufficient to alter transcription which depends on recruitment of transcription factors, co-activators and RNA polymerase II.

### Transcription factor NRF1 is involved in insulin-mediated gene expression changes and histone acetylation

In order to further characterize the signal-dependent transcription factors involved in the altered gene expression network as well as chromatin acetylation induced by insulin, we performed transcription factor-binding motif enrichment analyses. Genes upregulated by insulin showed a significant enrichment of E-box elements that are bound by transcription factors such as MYC (c-Myc), CLOCK, USF1 and BHLHE40 (Fig. 5a). In addition to E-box elements, binding motifs for NRF1, ELF1, ELK1 and E2F transcription factors were enriched. 

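Motifs were searched on both strands of the promoters (TSS ± 1 kb) of the 157 genes called higher at 3 h or 6 h and of the 20530 other tested genes. The E-box sequence CACGTG was found in 40.1% of the former (63) and 28.55% of the latter (5862), an odds ratio of 1.68 (Fisher's exact test, two-sided, adjusted p = 0.00749 over 4 motifs). In windows of 500 bp on either side of the TSS, the alternative that moved it most, the odds ratio was 1.81. Promoters of the genes called higher had a median GC content of 56.3% against 54.5%. Against other genes matched on GC content the odds ratio was 1.57. In 100 draws of such a background, the adjusted p-value of Fisher's exact test was under 0.05 in 93.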

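The NRF1 motif, with 1 mismatch allowed, was present in 12.1% of the promoters of genes called higher and in 14.75% of the others (Fisher's exact test, two-sided, adjusted p = 0.744). SP1 motifs were present in 61.8% and 62.0% (adjusted p = 1.0), and AP-1 motifs in 19.1% and 21.3% (adjusted p = 0.744), by the same exact test. Motifs of ELF1, ELK1 and E2F were not searched here.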

Interestingly, MYC target genes were also enriched in the upregulated gene set (Fig. 4c), further suggesting the involvement of MYC in enhancing expression of genes in response to insulin. PI3K/AKT and MAPK pathways induced by insulin are known to enhance MYC activity by promoting the degradation of MAD1, an antagonist of MYC [37]. To test whether the transcription factors involved in insulin-induced gene expression were also involved in insulin-induced global histone acetylation changes, we performed similar motif enrichment analyses on H3K9ac peaks with significantly increased levels after insulin treatment. We categorized peaks with increased H3K9ac based on distance from TSS of known RefSeq genes. Proximal peaks were defined as peaks within 10 kb of a known TSS and distal peaks as those outside this window. 

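In the peaks gained at 3 h, the sequence within 250 bp of the centre was searched for 4 motifs, an analysis chosen after the data were seen. The background was the peaks found in all 6 libraries. Gained peaks within 10 kb of a TSS numbered 1129 and their background 18391. AP-1 motifs were found in 25.8% of the gained peaks and 11.7% of the background, an odds ratio of 2.63 (Fisher's exact test, two-sided, adjusted p = 7.90e-36). Motifs of SP1 were present in 8.06% and 29.3% (exact test, adjusted p = 1.75e-65), those of NRF1 in 0.62% and 3.66% (exact test, adjusted p = 2.11e-10), and the E-box in 7.00% and 8.03% (exact test, adjusted p = 0.234). The median GC content was 45.8% in the gained peaks and 54.8% in the background. The background was not matched on GC content, peak strength or distance to a TSS. The shares can therefore not separate an effect of insulin from the kind of peak compared. ATF3 and ELK1 motifs were not searched.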

Proximal peaks with increased H3K9ac signals showed enrichment of transcription factor-binding motifs for SP1, NRF1, ATF3, ELK1 and AP1 transcription factors among others (Fig. 5b). Distal peaks that exhibited increased H3K9ac signal in response to insulin showed enrichment of FOS, JUN and AP1 family transcription factor-binding sites (Fig. 5c). 

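Of the peaks gained at 3 h, 1736 lay farther than 10 kb from a TSS, and 11501 peaks in all 6 libraries served as their background. AP-1 motifs, the site bound by FOS and JUN dimers, were present in 27.25% of the gained distal peaks and 25.3% of the background (Fisher's exact test, two-sided, adjusted p = 0.116). SP1 motifs were present in 5.53% and 9.28% (exact test, adjusted p = 2.88e-07), NRF1 motifs in 0.23% and 0.67% (exact test, adjusted p = 0.0599), and the E-box in 6.28% and 6.36% (exact test, adjusted p = 0.958). Median GC content was 43.6% and 44.8%.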

Interestingly, we found NRF1 binding sites to be enriched in upregulated gene promoters as well as proximal peaks with increased H3K9ac. NRF1 (nuclear respiratory factor 1) is required for expression of key metabolic genes regulating cellular growth including several nuclear-encoded mitochondrial genes [38]. Given the role of NRF1 in regulating metabolic genes, we tested whether NRF1 binding at its target sites was enhanced after insulin treatment. ChIP experiments showed that NRF1 binding indeed increased after 3 h insulin treatment at promoters of upregulated genes (Fig. 5d–f; Additional file 1: Figure S5). Increased NRF1 binding was also observed 6 h post-insulin treatment, however, to a lesser degree than at 3 h (Fig. 5d–f; Additional file 1: Figure S5) indicating an early response to insulin. Negative control ChIPs using rabbit IgG and antibody targeting FOXK2 did not exhibit the same insulin-induced binding as NRF1 at these genes (Fig. 5d–f). Furthermore, we evaluated the specificity of the NRF1 ChIP results by assessing binding at a control region that does not contain NRF1 binding motifs (Fig. 5g). These results indicate that NRF1 binding at promoters of NRF1 target genes could lead to increased histone acetylation at these regions. We further investigated whether NRF1 binding at these gene promoters was necessary for insulin-induced expression. We used siRNA against NRF1 and achieved a knockdown of expression by about 60% (Fig. 5h). RT-qPCR analyses of genes with promoter-bound NRF1 showed that NRF1 knockdown attenuated the insulin-induced expression of these genes (*CCDC86, LYAR* and *MYBBP1A*; Fig. 5i–k). These results indicate that NRF1 may regulate the metabolic capacity of cancer cells by integrating metabolic inputs from the environment to increase histone acetylation on chromatin that allow continuous transcription from these genes.

**Fig. 5:**
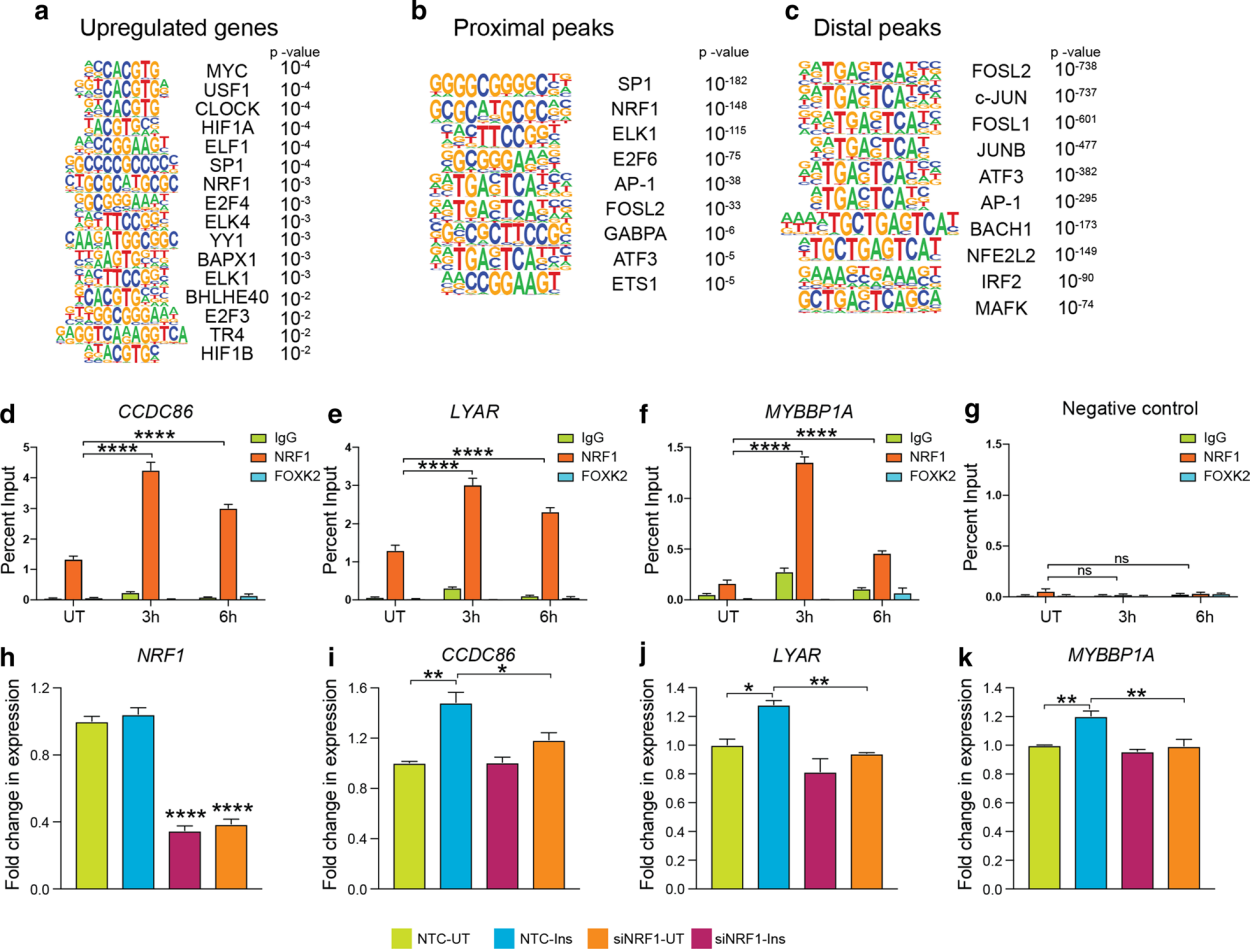
Transcription factors NRF1 is involved in insulin-mediated gene expression changes and chromatin remodeling. **a** Transcription factor-binding motifs enriched in promoter regions (TSS ± 1 kb) of upregulated genes. **b** Transcription factor-binding motifs enriched in promoter proximal and **c** distal H3K9ac peaks, respectively. *p* values for motif enrichment in target sequences over background are mentioned. **d**–**f** NRF1 enrichment at NRF1 motifs in promoters of indicated insulin-upregulated genes and **g** a negative control region determined by ChIP-qPCR in MDA-MB-231 cells treated with insulin (100 nM) for 3 h or 6 h. IgG and FOXK2 antibody ChIPs serve as negative controls. Bars represent percent input pull-down in untreated (UT) and treated (3 h, 6 h) cells. Values are Mean + SEM from two independent experiments and three technical replicates from each experiment. Statistical significance was calculated using one-way ANOVA, Dunnett’s multiple comparisons test. ****p < 0.0001. **h**–**k** Quantification of expression of NRF1 (**h**) and NRF1 target genes (**i**–**k**) after siRNA-mediated NRF1 knockdown with or without insulin treatment for 6 h in MDA-MB-231 cells. Values are Mean + SEM from three independent experiments. Statistical significance was calculated using one-way ANOVA, Tukey’s multiple comparisons test. *p < 0.05, **p < 0.01, ****p < 0.0001, ns = nonsignificant

### Insulin increases mitochondrial biogenesis and ATP production

mTOR complex 1 (mTORC1) enhances mitochondrial biogenesis and activity by promoting translation of nuclear-encoded mitochondrial mRNAs including the components of Complex V and TFAM (transcription factor A, mitochondrial) [18]. To test whether insulin-induced histone acetylation increase was correlated with enhanced mitochondrial activity, we performed western blot analyses for TFAM and ATP5D (a subunit of the ATP synthase complex/Complex V) after insulin treatment. TFAM and ATP5D protein levels increase after 1 h insulin treatment (Fig. 6a). We further tested indicators of mitochondrial biogenesis and activity after insulin treatment. Mitochondrial DNA content is an indicator of mitochondrial number, and ATP levels are a measure of mitochondrial activity in cells [18]. Insulin increased the mitochondrial DNA content (Fig. 6b) as well as ATP levels (Fig. 6c) in MDA-MB-231 cells, indicating an enhancement in mitochondrial biogenesis and activity. In addition, we performed GC–MS to measure TCA cycle metabolites produced in the mitochondria. We observed increased levels of lactate and TCA cycle intermediates succinate, pyruvate, alpha-ketoglutarate, malate and citrate after 6 h of insulin treatment (Additional file 1: Figure S6). As acetyl-CoA is one of the key metabolites produced from citrate, we measured the levels of acetyl-CoA upon insulin stimulation. We find increased levels of acetyl-CoA after insulin treatment (Fig. 6d), indicating that acetyl-CoA levels might influence the levels of histone acetylation in the nucleus. To confirm that the observed increase in histone acetylation is caused by increased abundance of acetyl-CoA and not a global decrease in histone deacetylase (HDAC) activity, we assayed HDAC activity levels from nuclear extracts after insulin stimulation. We did not observe any significant change in HDAC activity caused by insulin (Additional file 1: Figure S7). These results confirm that insulin signaling-mediated increase in mitochondrial activity leads to increased acetyl-CoA levels and thereby enhances global histone acetylation levels in these cells.

**Fig. 6:**
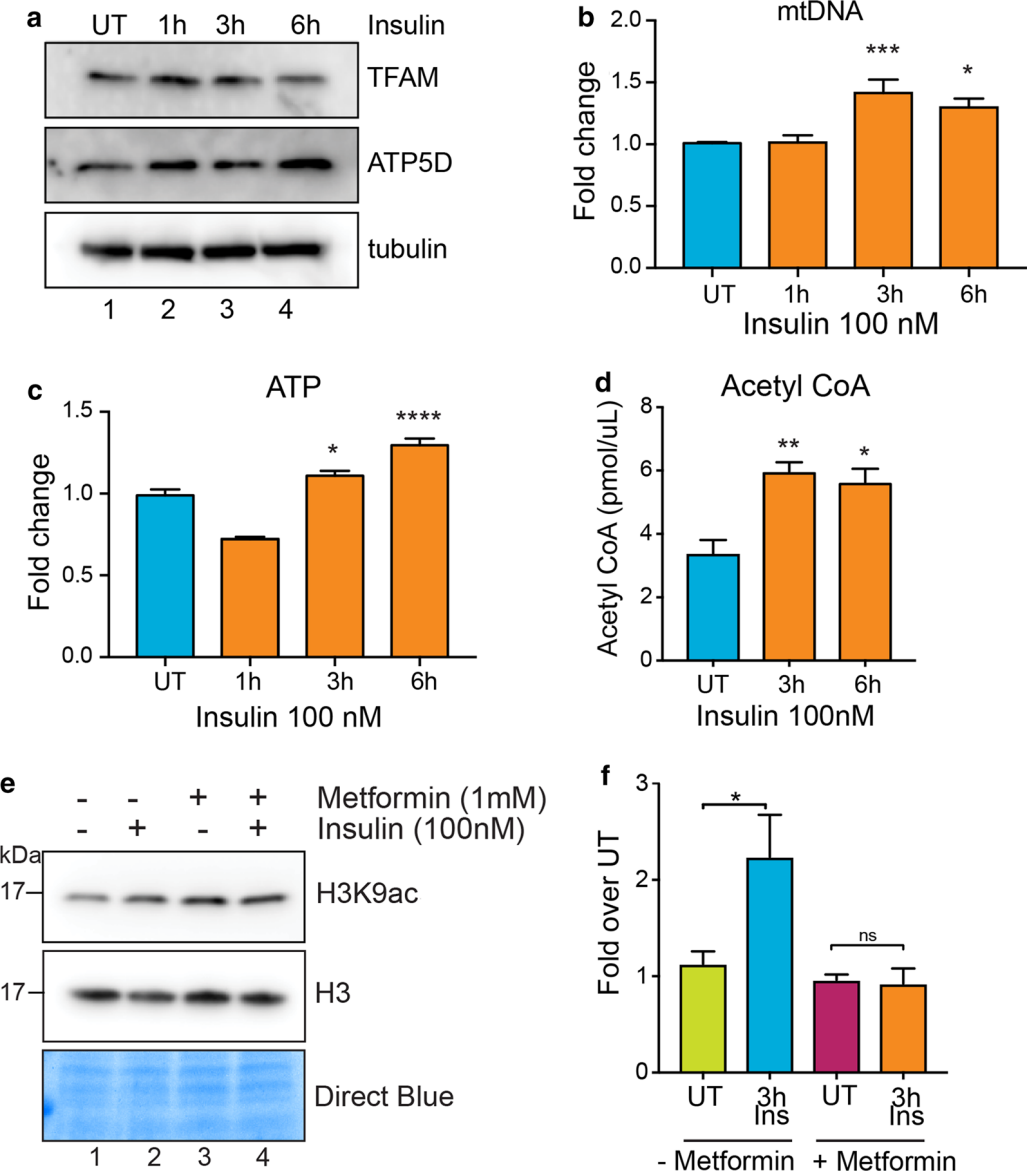
Insulin increases mitochondrial biogenesis and ATP production. **a** Western blot analysis using the indicated antibodies in MDA-MB-231 cell lysates treated with insulin (100 nM) for 1 h, 3 h or 6 h. **b** Bars show fold change in mitochondrial DNA content and **c** ATP levels in MDA-MB-231 cells treated with insulin (100 nM) for 1 h, 3 h or 6 h. **d** Acetyl-CoA levels in MDA-MB-231 cells treated with insulin (100 nM) for 3 h or 6 h. **e** Western blot analysis using H3K9ac antibody in MDA-MB-231 cells pretreated (lanes 3 and 4) or not (lanes 1 and 2) with 1 mM metformin (24 h) followed by insulin treatment for 6 h. **f** Densitometric quantification of H3K9ac/H3 western blot signals in (**e**). Data are represented as fold change to respective UT. **b**–**d**, **f** Values are Mean + SEM from three independent experiments. Statistical significance was calculated using one-way ANOVA, **b**–**d** Dunnett’s multiple comparisons test and **f** Tukey’s multiple comparisons test. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, ns = nonsignificant

To investigate whether insulin-induced chromatin changes occur through mitochondrial activity, we treated cells with metformin, which inhibits oxidative phosphorylation by inhibiting the mitochondrial Complex I activity [39]. Pre-treatment of cells with metformin prevented insulin-induced increases in H3K9 acetylation (Fig. 6e), indicating the potential significance of using metformin in triple-negative breast cancer patients with hyperinsulinemia to prevent insulin-mediated chromatin changes. These results indicate that mitochondrial activation is essential for histone acetylation induced by insulin.

### Insulin-induced reactive oxygen species (ROS) causes genome instability

Given that the mTOR pathway induces mitochondrial biogenesis and activity that leads to increased ROS production through the electron transport chain, we tested whether insulin induces ROS production in MDA-MB-231 cells. We measured ROS levels after insulin treatment using a fluorescent dye, CellROX green. Results showed that ROS levels significantly increased after 3 h of insulin treatment and remained high at 6 h (Fig. 7a). An increase in ROS production could be deleterious to cells, as the free radicals can cause DNA damage and mutation. We measured DNA damage using the DNA damage marker γ-H2AX in cells treated with insulin using immunofluorescence assays. We observed that the number of cells with γ-H2AX foci and the number of γ-H2AX foci per cell increased after 3 h insulin treatment (Fig. 7b). Interestingly, the number of cells with γ-H2AX foci decreased after 6 h indicating possible activation of repair pathways (Fig. 7b) as MDA-MB-231 cells harbor wild-type *BRCA1*. To investigate whether hyperinsulinemia is associated with increased histone acetylation and DNA damage in human samples, we measured the levels of H3K9ac and γ-H2AX in peripheral blood mononuclear cells (PBMCs) from an insulin-resistant and a healthy individual. We observed increased levels of H3K9ac and γ-H2AX in the insulin-resistant individual as compared to the insulin-sensitive individual (Fig. 7c, d and e) corroborating our in vitro results. Overall these data suggest that hyperinsulinemia might sensitize cells to DNA damage through increased ROS production and increased chromatin accessibility, thereby potentially promoting deleterious mutations in pre-neoplastic lesions.

**Fig. 7:**
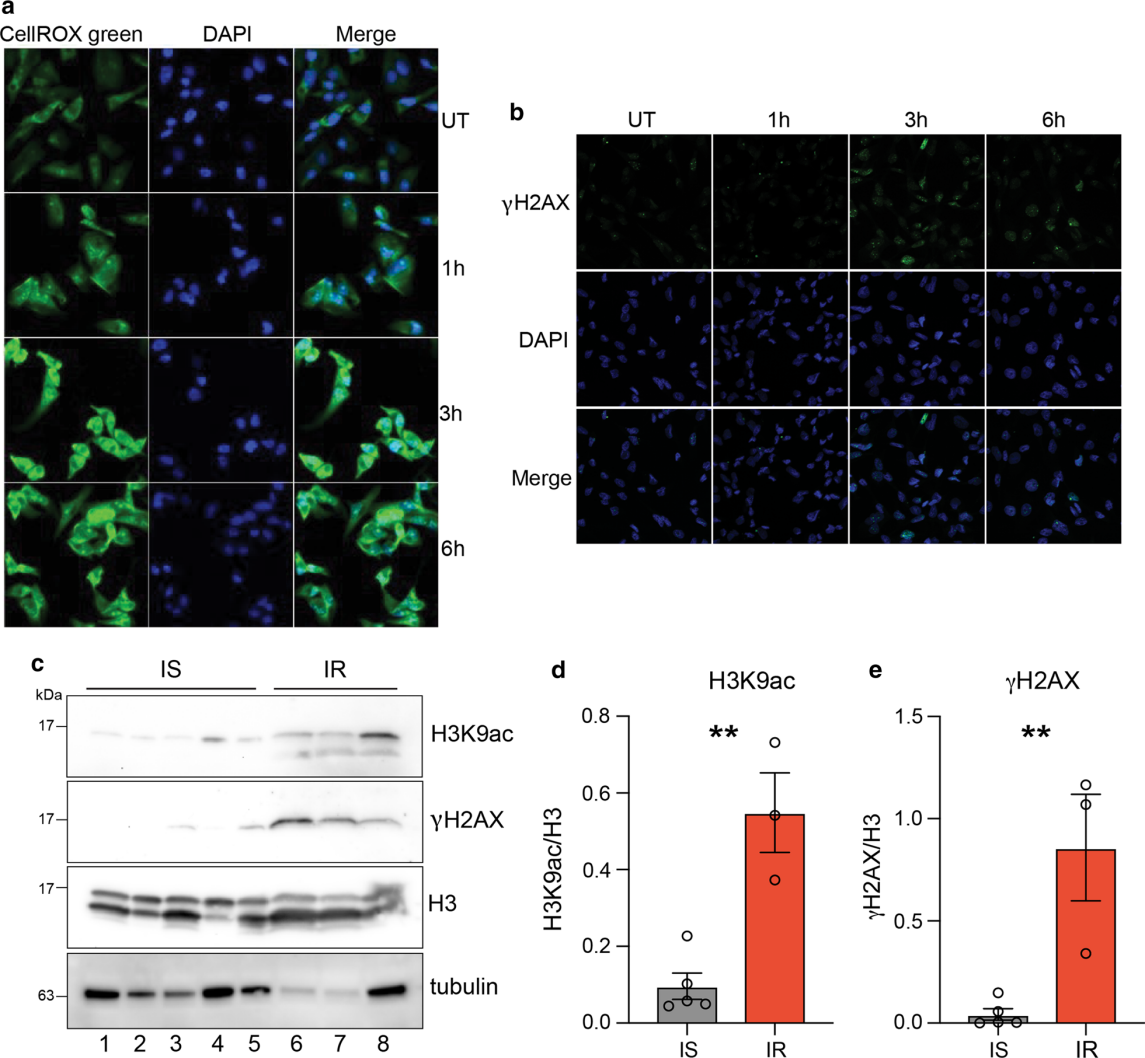
Insulin-induced reactive oxygen species (ROS) causes genome instability. **a** ROS induction in insulin-treated cells as measured by fluorescence signal from the CellROX green reporter. Nuclei are stained with DAPI. Magnification is ×40. **b** Representative immunofluorescence images showing intensity of γ-H2AX (DNA damage marker) (green) on MDA-MB-231 cells treated or untreated with Insulin (100 nM). Nuclei are stained with DAPI. Magnification is ×20. UT: untreated. (**c**) Western blot analysis for H3K9ac and γ-H2AX (DNA damage marker) on extracts from PBMCs isolated from insulin-sensitive (IS) and insulin-resistant (IR) individuals. **d** Densitometric quantification of H3K9ac/H3 western blot signals in (**c**). **e** Densitometric quantification of γH2AX/H3 western blot signals in (**c**). **d**–**e** Values are Mean + SEM; *n* = 5 for IS and *n* = 3 for IR PBMC lysates. Statistical significance was calculated using unpaired Student’s *t* test. **p < 0.01

## Discussion

Metabolic syndrome and its associated disorders are increasingly being recognized as enhanced risk factors for several types of cancers, including breast cancer. We investigated the impact of hyperinsulinemia, an important feature of metabolic syndrome, on chromatin and gene expression changes in TNBC cells. We observed an increase in chromatin-associated histone acetylation levels that was dependent on insulin-mediated signaling through the PI3K/AKT/mTOR pathway. We used a quantitative method of ChIP-seq (ChIP-Rx) to identify the regions associated with changes in H3K9ac in response to insulin and found genome-wide increases in H3K9ac occupancy at gene promoters, especially at genes that increased expression after insulin treatment. However, insulin-induced increase in histone acetylation at gene promoters was not always associated with an increase in gene expression, indicating that increased acetylation is not sufficient for increased transcription. Our observation is supported by a recent study investigating histone acetylation levels in response to high-glucose levels [40]. Interestingly, it has been proposed that histone acetylation may function as a capacitor for acetate/acetyl-CoA which could be utilized as an energy source or to balance the intracellular pH based on cellular condition [41].

Insulin has long been proposed to be involved in breast tumor progression. Fifty percent of breast tumors and most established breast cancer cell lines including TNBC cell lines overexpress IR [12, 42–45]. Insulin itself can induce proliferation in several breast cancer cell lines [46]. Our data further reinforce these observations. We find that insulin induces genes involved in ribosome biogenesis, transcription, splicing and metabolism that are regulated by MYC (c-Myc). Moreover, genes involved in apoptosis are downregulated in response to insulin.

Insulin-induced genes that showed increased H3K9ac signals were enriched for NRF1-binding sites. Indeed, NRF1 binding to these genes was induced by insulin and knockdown of NRF1 attenuated the insulin-induced expression of these genes. These results indicate that NRF1 binding is stimulated by insulin. NRF1 has been shown to exist as a phosphoprotein in cells. Phosphorylation of NRF1 by casein kinase II in vitro leads to increased DNA binding ability [47]. Presumably, insulin signaling through the PI3K/AKT/mTOR pathway induces NRF1 phosphorylation and thereby promotes binding to target sites.

Insulin enhances the utilization of glucose by inducing mitochondrial activity and biogenesis through mTOR. Tumor cells are known to reprogram metabolic pathways to support the increased demand for macromolecules required for uncontrolled proliferation in response to growth factors. Acetyl-CoA is a central metabolite that links glucose metabolism to lipid synthesis as well as regulation of chromatin [48]. Histone acetylation levels have been previously shown to correlate with acetyl-CoA abundance [49]. In proliferating cells, acetyl-CoA can be generated by a) oxidative decarboxylation of pyruvate from glycolysis; b) ATP-citrate lyase (ACLY) utilizing cytosolic citrate; and c) ACSS2 using acetate [48]. ACLY activity is enhanced by AKT-mediated phosphorylation, thereby establishing a link between insulin signaling, acetyl-CoA levels and histone acetylation in the nucleus [50]. Indeed, we observe increased acetyl-CoA abundance after insulin stimulation, indicating that the observed genome-wide increase in histone acetylation in response to insulin might be a result of increased acetyl-CoA abundance due to increased ACLY activity. Similar studies in pancreatic ductal carcinoma support a role for altered acetyl-CoA abundance through AKT-ACLY signaling by growth factors including insulin in promoting tumorigenesis [51].

Our findings also suggest that insulin induces ROS. This could be a result of increased mitochondrial activity or due to a decrease in scavenger proteins such as SOD2 (superoxide dismutase 2). Indeed, we observe a higher mitochondrial activity as well as decreased expression of SOD2 in response to insulin (RNA-seq results). Moreover, we find increased accumulation of DNA damage foci when the ROS levels peak after insulin treatment. 

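In the RNA-seq libraries, SOD2, on chromosome 6 of hg19 from 160090101 to 160114273, had 273 ± 21.3 CPM in UT, 264 ± 14.7 at 3 h and 181 ± 12.5 at 6 h (SD, n = 2 each). This is a log2 fold change of −0.05 at 3 h (SE 0.0653; edgeR, adjusted p = 0.844) and −0.59 at 6 h (SE 0.0661; edgeR, adjusted p = 0.000898).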

The role of ROS in inducing gemomic instability in cells and promoting cancer cell survival as well as tumorigenesisis is well documented [52–54]. These results indicate that increased insulin signaling might predispose cells to deleterious mutations if they fail to repair the damage. This might be especially relevant in the context of BRCA1-mutated triple-negative breast cancer cells. We also observe elevated levels of DNA damage foci in individuals with elevated HbA1c levels. In support of this, a recent report suggests that individuals with increased HbA1c levels exhibit increased levels of DNA damage foci, genomic instability and KRAS mutations in the pancreas [55].

Given the link between hyperinsulinemia and the poor prognosis of breast cancer patients diagnosed with TNBC, understanding the cellular changes in response to hyperinsulinemia is important. Our finding that insulin drives hyperacetylation of histones in chromatin—thus impacting the transcriptome—highlights the impact insulin has within the nucleus.

## Conclusions

Our study offers novel insights into the connection between metabolism, signaling and nuclear processes in the context of insulin signaling. We show that mTOR signaling activated by insulin enhances mitochondrial activity. Acetyl-CoA and ROS metabolites produced as a result of mitochondrial activity impact nuclear processes such as chromatin accessibility and DNA damage. Furthermore, downstream signal-dependent transcription factors activated by PI3K/AKT/mTOR signaling, such as MYC and NRF1, stimulate transcription of cell proliferation and metabolic genes allowing cancer cell growth. Endogenous hyperinsulinemia may enhance tumor growth through these mechanisms as well. These results are important in understanding the metabolic pathways and gene networks regulated by insulin in triple-negative breast cancer cells and will help in designing therapeutics targeting cancer cells.

## Materials and methods

### Cell culture, reagents and antibodies

Human cell lines MDA-MB-231 (Cat No. HTB-26), AU565 (Cat No. CRL-2351) and *Drosophila* S2 cells (Cat No. CRL-1963) were purchased from American Type Culture Collection (ATCC, Manassas, VA, USA). T47D and HCC1954 cell lines were kind gifts from Dr. Mark LaBarge (City of Hope, CA, USA). MDA-MB-231 cells were grown in Dulbecco’s modified Eagle’s medium (DMEM) with high glucose (25 mM) (Cat. No. 25-500; Genesee Scientific, San Diego, CA); and AU565, T47D and HCC1954 were grown in RPMI-1640 medium (Cat. No. 25-506H; Genesee Scientific) at 37 °C, 5% CO_2_ in a humidified chamber. S2 cells were cultured in Schneider’s *Drosophila* medium (Cat. No. 21720024; Thermo Fisher Scientific, Waltham, MA) at 24 °C in a humidified chamber without CO_2_. All media were supplemented with 10% heat-inactivated fetal bovine serum (v/v) (SH30910.03, Fisher) and 1X antibiotics containing penicillin and streptomycin (Cat. No. 25-512, Genesee). Prior to insulin treatment, cells were serum depleted in DMEM high-glucose (25 mM) medium containing 0.2% BSA (serum depletion medium) for 24 h and then stimulated with 100 nM insulin (Cat No. I9278; Sigma-Aldrich, St. Louis, MO, USA) or left untreated (UT) for indicated time periods. All cell lines were routinely tested for mycoplasma contamination and used for no more than 10 passages. Where indicated, cells were treated with 50 μM LY294002 (Cell Signaling Technology; Cat No. 9901S), 20 nM rapamycin (Cayman Chemical; Cat No. 13346), 1 mM metformin (Sigma-Aldrich; Cat No. D150959) or vehicle DMSO for 1 h prior to insulin treatment (100 nM, 3 h). Primary antibodies used in this study are rabbit polyclonal and mouse monoclonal antibodies against acetylated H3 (acH3) (Cat Nos. ab47915; Abcam, Cambridge, UK), H3K9ac (ab4441; Abcam), H3K14ac (C10010-1; EpiGentek, Farmingdale, NY), H3 (ab1791; Abcam), phospho-AKT (2965S; Cell Signaling Technology, Danvers, MA), AKT (2920S; Cell Signaling Technology), phospho-S6K (9206S; Cell Signaling Technology), S6K (9202S; Cell Signaling Technology), TFAM (7495S; Cell Signaling Technology), ATP5D (ab97491; Abcam), NRF1 (ab34682; Abcam), γH2AX (NB100-78356; Novus Biologicals, Littleton, CO), tubulin (2125S; Cell Signaling Technology) and actin (Sigma, A5441). Secondary antibodies used are HRP-conjugated anti-rabbit or anti-mouse secondary antibodies (Abcam, Cat. Nos. ab6721 and ab6789, respectively) and Alexa-488-conjugated anti-mouse antibody (Cat No. A-11029, Thermo Fisher Scientific).

### ChIP-Rx

ChIP-Rx was performed as described in [35] with minor modifications detailed further in Additional file 1: Supplementary Materials and Methods.

### ChIP-seq analyses

Sequencing reads from each library were aligned to a combined reference genome (human + *Drosophila*) using bowtie [56]. The combined reference genome was generated as described in [35]. Bowtie alignment was done against the combined genome using parameters: -m 1 -e 70 -k 1 -n 2 –best –chunkmbs 200. About 6% of reads aligned to the dm3 genome and ~ 94% aligned to the hg19 genome. 

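By the paper's Table S1, 6.75% and 6.80% of the aligned reads of the UT H3K9ac libraries came from dm3, against 5.70% and 5.79% at 3 h, and 6.06% and 6.16% at 6 h. In the inputs, this share was 5.45% in UT, 4.41% at 3 h and 5.19% at 6 h. The number of dm3 reads per ChIP library lay between 2037285 and 2730728.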

The number of reads aligned to human and *Drosophila* genome is reported in Additional file 1: Table S1. 

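In the deposited lists, merging the overlapping peaks of the 6 libraries gave 56647 human and 8931 Drosophila union peaks. Of the human peaks, 29892 (52.8%) were present in all 6 libraries and 12938 in only 1. Among the Drosophila peaks, 4415 were present in all 6 and 2684 in 1. The number of human union peaks was 52790 when peaks within 1 kb of each other were merged, 43709 when only those present in at least 2 libraries were kept, and 43315 at a q-value under 0.01. For Drosophila, these numbers were 7748, 6247 and 6057.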

We identified a union set of 40,222 and 5716 H3K9ac peaks in the human and *Drosophila* cells, respectively. We normalized peak scores for the 40,222 human (hg19) peaks using hg19 aligned read counts (read count normalization) (Additional file 1: Figure S2A). Moreover, we used *Drosophila* (dm3) aligned read counts for normalizing peak scores (spike-in normalization) (Additional file 1: Figure S2B). Quite significantly, we observed greater changes in H3K9ac levels on peaks in 3 h and 6 h insulin-treated cells after spike-in normalization as compared to read count normalization (Additional file 1: Figure S1C and D). The effect of spike-in normalization was also evident in aggregate profiles of H3K9ac ± 2 kb around annotated transcription start sites (TSSs) (Additional file 1: Figure S1E and F). Overall spike-in normalization led to better conformity between replicates and revealed global increase in histone acetylation that could be quantified.

### Statistical analyses

Data are represented as mean and standard error of mean (Mean + SEM). Statistical analyses were performed using GraphPad Prism 7.0 software (GraphPad Prism Software Inc., San Diego, CA) and R. Normal distribution was confirmed using Shapiro–Wilk normality test before performing statistical analyses. For normally distributed data, comparison between two means was assessed by unpaired two-tailed Student’s *t* test and that between three or more groups were evaluated using one-way analysis of variance (ANOVA) followed by Tukey’s post hoc test. In the case of Student’s *t* test, *F* test was performed to check whether the variance in the groups compared was significantly different. For data where significantly different variances were observed, a *t* test with Welch correction was performed. For data that did not follow a normal distribution, Mann–Whitney test was performed for comparison between two groups and Kruskal–Wallis test followed by Dunn’s multiple comparisons test was performed for comparing more than two groups. A *p* value of < 0.05 was considered statistically significant. Figures were generated using Adobe Illustrator software (San Jose, CA, USA).

Other methods are described in Additional file 1: Supporting materials and methods.

## Additional file

**Additional file 1.** Supplemental information Supporting materials and methods section, including supplementary Figures S1–S8 and Tables S1–S2.

## Data Availability

The datasets generated in this study are available in the NCBI Gene Expression Omnibus (GEO) under accession number GSE124127.

## Abbreviations

TNBC: triple-negative breast cancer
PI3K: phosphoinositide 3-kinase
AKT: protein kinase B
mTOR: mechanistic target of rapamycin
T2D: type 2 diabetes
IR: insulin receptor
IGF-I: insulin-like growth factor 1
IGFBP1: insulin-like growth factor-binding protein 1
IGF-IR: insulin-like growth factor 1 receptor
TCA: tricarboxylic acid cycle
ROS: reactive oxygen species
S6K: ribosomal protein S6 kinase beta-1
ATP: adenosine triphosphate
mTORC1: mammalian target of rapamycin complex 1
TFAM: transcription factor A, mitochondrial
ChIP: chromatin immunoprecipitation
TSS: transcription start site
FOXO: forkhead box O

# Supplementary material for: Hyperinsulinemia promotes aberrant histone acetylation in triple-negative breast cancer
**Source:** Epigenetics Chromatin. 2019 Jul 17;12:44. doi: 10.1186/s13072-019-0290-9
**Supplement:** Supplementary file 1 — Additional file 1. Supplemental information Supporting materials and methods section, including supplementary Figures S1–S8 and Tables S1–S2.

**­Hyperinsulinemia promotes aberrant histone acetylation in triple negative breast cancer**

Parijat Senapati^1^, Hiroyuki Kato^1^, Michael Lee^1,2^, Amy Leung^1^, Christine Thai^3^, Angelica Sanchez^3^, Emily J Gallagher^4^, Derek LeRoith^4^, Victoria L. Seewaldt^2,3^, David K. Ann^1,2^, Dustin E. Schones^1,2,*^

Authors’ email addresses in the order as given in author list: , , , , , , , , , , 

Dustin Schones, Ph.D.

Department of Diabetes Complications and Metabolism

City of Hope

Duarte, CA, 91010

**Supplementary Materials and Methods**

**Western Blot**

Cells were seeded at a density of 0.5 ×10^6^ cells per well in six well plates. The medium was changed to serum depletion medium 48h post-seeding. Insulin (100nM) treatment was done after 24h of serum depletion for indicated time durations. Cells were collected by scraping and centrifugation at 800×g for 5 mins at 4°C. Cell pellet was washed once with PBS and resuspended in 20 cell volumes of 1X SDS sample buffer. Cell lysates were prepared by performing two iterations of vortexing and heating at 95°C for 5 mins. Lastly, the cell lysates were sonicated using a Bioruptor^R^ pico (Diagenode, Leige, Belgium) for three cycles (30 sec on/30 sec off) at room temperature (RT) and cleared by centrifugation at 16000×g for 5 mins at RT. Western blotting was performed by running cell lysates on a gradient SDS-PAGE gel and transferring onto a PVDF membrane. Membranes were stained with Direct Blue 71 dye (Sigma) as decribed previously (1). Western blots were probed with indicated antibodies overnight at 4°C. After primary antibody incubation, blots were incubated with HRP-conjugated anti-rabbit or anti-mouse secondary antibodies and protein bands were visualized using chemiluminescence detection (Cat. No. 34076, Thermofisher Scientific). Densitometric quantification of western blot signals was done using Image J software as described previously (2).

**Chromatin fractionation**

Chromatin fractionation was performed using the method described in (3). Briefly, cells were collected from six well plates after insulin treatment by scraping and centrifugation at 200×g for 2 mins. Cell pellet was washed twice with PBS and resuspended and incubated in 100 μl buffer A (10mM HEPES, pH 7.9, 10mM KCl, 1.5mM MgCl_2_, 0.34M sucrose, 10% glycerol, 1mM DTT) supplemented with protease inhibitors and 0.1% Triton X-100 for 8 mins on ice. Nuclei were isolated by centrifugation at 1300×g for 5 mins at 4°C. The nuclear pellet thus obtained was washed once with buffer A and then resuspended in 100 μl buffer B (3mM EDTA, 0.2mM EGTA,1mM DTT) supplemented with protease inhibitors and incubated for 30 mins on ice. The nuclear suspension was centrifuged at 1700×g for 5 mins at 4°C to obtain nuclear soluble fraction in the supernatant and chromatin fraction in pellet. The chromatin fraction was resuspended in 1X SDS sample buffer and boiled at 95°C for 5 mins.

**Mitochondrial DNA and ATP measurement**

For mitochondrial DNA quantification, genomic DNA and mitochondrial DNA was extracted from insulin treated cells using DNeasy Blood and Tissue kit (Qiagen, Hilden, Germany). Genomic and mitochondrial DNA were quantified by qPCR using mitochondrial and genomic DNA specific primers; namely, cytochrome B and RPL13A (Table S2).

For ATP measurement, MDA-MB-231 cells untreated or treated with insulin in 12 well plates were lysed by boiling in deionized water for 5 mins. The lysate was clarified by centrifugation at 16000×g for 10mins at 4°C. ATP levels were measured using the luciferase-based ATP determination kit (Cat No. A22066; Thermofisher Scientific).

For Acetyl-CoA measurement, MDA-MB-231 cells untreated or treated with insulin in 100 mm dishes were harvested by scraping and lysed in RIPA buffer. Cell lysates were deproteinized as per manufacturer’s instructions using a deproteinization kit (Cat No. K808; Biovision). Deproteinized samples were used to meaure acetyl CoA levels using a fluoremetric assay kit (Cat No. K317, Biovision) as per the manufacturer’s instructions. HDAC activity was measured from nuclear lysates using a fluoremetric assay kit (Cat No. K330, Biovision).

**ChIP-Rx**

ChIP-Rx was performed as described in (4) with minor modifications. MDA-MB-231 cells were seeded at a density of 1 ×10^6^ cells in 60mm dishes and treated with 100nM insulin as described above. After treatment, cells were cross-linked using 1% formaldehyde for 10 mins at RT, followed by addition of 0.125 M glycine for 5 mins to stop the reaction. In parallel, S2 cells were crosslinked at a density of 1 ×10^6^ cells per ml using 1% formaldehyde. Crosslinked cells were then washed twice with ice-cold PBS supplemented with protease inhibitors. MDA-MB-231 and S2 cells were resuspended in parallel in cold lysis buffer 1 (140mM NaCl, 1mM EDTA, 50mM HEPES pH 7.5, 10% Glycerol, 0.5% NP-40, 0.25% Triton-X-100) supplemented with protease inhibitors (COmplete, Cat. No.11873580001, Sigma) and incubated on ice for 10 mins. Next, centrifugation was performed at 800×g for 5 mins at 4°C to pellet nuclei. Nuclear pellets were then resuspended in parallel in lysis buffer 2 (10mM Tris pH 8.0, 200mM NaCl, 1mM EDTA, 0.5mM EGTA) supplemented with protease inhibitors and incubated for 10 mins on ice. At this step, *Drosophila* nuclear suspension was added to each untreated and treated human MDA-MB-231 nuclear suspension at a ratio of (1 *Drosophila* cell per 2 human cells) or 1.5×10^6^ S2 cells to 3×10^6^ MDA-MB-231 cells. The composite cell nuclei were then pelleted at 800×g for 5 mins at 4°C.

Composite cell pellets were resuspended in SDS lysis buffer (1% SDS, 10mM EDTA, 50mM Tris-HCl, pH 8) supplemented with protease inhibitors and subjected to sonication using a Bioruptor^R^ pico for six cycles (30 sec on/30 sec off) to produce DNA fragments of 200–500 bp in length. Sheared chromatin was clarified by centrifugation at 16000×g for 5mins at 4°C. 0.3 ×10^6^ cell equivalents were diluted with ten volumes of cold ChIP-dilution buffer (0.01% SDS, 1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris-HCl, pH 8, 167 mM NaCl) supplemented with protease inhibitors and used for each immunoprecipitation. About 10% of the chromatin from each ChIP reaction was saved as input. ChIP assays were performed with 5 μg anti-H3K9ac antibody and 25μl of magnetic protein G Dynabeads (Cat. No. 10004D; Thermofisher Scientific) which were incubated overnight at 4°C. 5 μg rabbit IgG was used for control ChIPs. Magnetic beads were washed successively with low salt buffer (0.1% SDS, 1% Triton X-100, 2mM EDTA, 20mM Tris-HCl, pH 8, 150 mM NaCl), high salt buffer (0.1% SDS, 1% Triton X-100, 2mM EDTA, 20mM Tris-HCl pH 8, 500mM NaCl), LiCl buffer (250 mM LiCl, 1% NP40, 1% NaDOC, 1mM EDTA, 10mM Tris-HCl, pH 8), and twice with TE buffer (10mM Tris-HCl pH 8, 1mM EDTA). Elution buffer (1% SDS and 100mM NaHCO_3_) was added to the washed beads, and the bead solution was incubated at RT for 30 mins. In parallel, the saved input was also diluted in Elution buffer. The DNA-protein complexes were then reverse cross-linked by adding 200mM NaCl, 20 µg Proteinase K (Cat. No. P4850; Sigma-Aldrich) and incubating at 65ºC for 4 hours. Subsequently, 20 µg of RNase A (Cat No. EN0531; ThermoFisher Scientific) was added and further incubated for 15 mins at 37ºC. The immunoprecipitated DNA was extracted using phenol-chloroform and ethanol precipitation. Resultant ChIP DNA was quantified using Quant-iT™ dsDNA Assay Kit (Cat No. Q33120; ThermoFisher Scientific) and used for library preparation.

ChIP-seq libraries were made using Illumina Tru-Seq library preparation kit (Illumina, San Diego, CA) and multiplexing barcodes compatible with Illumina HiSeq 2500 technology. About 50 million single-end reads of length 51 bp were generated from each ChIP-seq library.

For ChIP-qPCR analyes, ChIPs were performed as described above using 0.5 ×10^6^ cells and 5 μg of NRF1 (ab34682; Abcam) or FOXK2 (ab5298) antibodies followed by real time PCR analyses using specific primers listed in Table S2.

**RNA-seq analyses**

Total RNA was isolated from insulin treated cells or from tumors tissues using NucleoSpin® RNA kit (Macherey-Nagel, Germany) with on-column DNase I digestion. PolyA-enriched RNA was isolated and used for library preparation using TruSeq RNA library Prep kit (Illumina). About 50 million single-end reads of length 51 bp were generated for the MDA-MB-231 samples. Raw sequences were aligned to the hg19 reference genome using HISAT2 2.1.0 (5) using default parameters. Stringtie 1.3.4 (6) was used with default parameters to assemble transcripts using the Genocde v19 transcript annotation. Assembled transcripts from all libraries were further merged using --merge option in Stringtie. Merged transcript abundances were measured using bedtools coverage and DESeq2 package (7) was used to normalize counts and identify differentially expressed genes (log2 fold change ≥ 0.5 and padj < 0.1). Gene Set Enrichment Analysis (GSEA) (8) was used to determine significantly altered gene ontology and pathways. For validation of RNA-seq data, 1μg total RNA was used to synthesize cDNA using High-Capacity cDNA Reverse Transcription Kit (Cat No. 4368814; ThermoFisher Scientific). Gene expression was analyzed by quantitative PCR (qPCR) using KAPA SYBR® Fast ROX Low qPCR Master (Cat No. KM4117, Kapa Biosystems, Inc., Wilmington, MA) using gene-specific primers (Table S2). Relative gene expression between groups was determined using 2^^-ΔΔCt^ method after normalization with *PPIA* levels.

For siRNA-mediated NRF1 knockdown studies, 30 nM siRNA against NRF1 (ON-TARGETplus NRF1 siRNA; Cat No. L-017924-00-0005; Dharmacon) was transfected into cells seeded in 12 well plate using Lipofectamine RNAiMAX Transfection Reagent (Cat. No. 13778150; Thermofisher Scientific) as per manufacturer’s instructions. Medium was changed to serum depletion medium 48h post-transfection and insulin (100 nM) treatment was performed for 6h. Total RNA was extracted and mRNA expression changes were quantified as described above using specific primers listed in Table S2.

**Visualization of ChIP-seq data and additional analyses**

Reads aligning to the hg19 genome were filtered out from the aligned bam files and peaks were called for each library with respective Input using macs2 (9) with broad peak calling option and q < 0.1 for broad regions and q < 0.05 for narrow regions. Peaks were annotated using annotatePeaks.pl command in homer (10) and assigned to the nearest hg19 RefSeq gene TSS. Wiggle tracks were generated using custom scripts, normalized by the number of dm3 aligned reads and visualized on the UCSC Genome Browser. Heatmaps were generated using Java TreeView (11) and aggregate profiles were made using deepTools (12). Motif enrichment analysis was performed using findMotifsGenome.pl command in homer.

**Immunofluorescence analyses**

MDA-MB-231 cells were grown on cover slips coated with poly-L-lysine at 37°C in a 5% CO_2_ incubator. After treatment, the DMEM medium was aspirated out and the cell layer was washed twice with PBS. The cells were fixed with 4% para-formaldehyde in PBS for 10 mins at RT. The para-formaldehyde solution was removed and quenched with 100mM Tris pH 7.2 for 5 mins at RT. The fixed cells were subsequently permeabilized by incubating in 0.1% Triton X-100 solution in PBS for 10 mins. The cells were then washed twice with PBS at 5 mins intervals and blocked using the blocking solution (10% FBS, 3% BSA in PBS containing 0.1% Triton X-100), for 45 mins at 37°C. After incubation, the blocking solution was replaced with anti-γH2AX antibody (Novus biologicals, Cat No. NB100-78356, 1 in 1000 dilution) for 30 mins at 37°C. The cells were then washed with the wash buffer (PBS containing 0.1% Triton X-100) twice for 5 mins each. Subsequently the cells were incubated with Alexa-488 conjugated anti-mouse antibody (Cat No. A-11029, 1 in 1000 dilution; ThermoFisher Scientific) for 30 mins at 37°C. The cells were washed with the wash buffer twice for 5 mins each.

For reactive oxygen species detection, insulin treated, or untreated cells seeded on coverslips were treated with 5 μM CellROX Green reagent (Cat No. C10444; ThermoFisher Scientific) for 30 mins in culture medium at 37°C. Subsequently, the culture medium was aspirated, and cells were washed thrice with PBS. Nuclei were stained using 10 μg/ml DAPI solution (Cat No. D1306; ThermoFisher Scientific) for 5 mins in the dark, followed by two washes with PBS. The coverslips were then inverted onto a microscopic slide over a drop of 70% Glycerol (in PBS) for visualization. The Alexa, DAPI and CellROX Green fluorescence were visualized with a Carl Zeiss confocal laser scanning microscope LSM 710 META. Images were captured using Zen software. ImageJ software was used to process the images. The images for comparative studies were captured at identical microscope settings.

**Human samples**

Blood samples were obtained from patients after an 8h fasting period following institutional guidelines at the City of Hope (IRB no. 15418 and 18306) in purple-top EDTA vacutainer tubes after obtaining written informed consent. Insulin resistance was identified by measuring Hemoglobin A1C (HbA1c) using HPLC method (13). HbA1C levels between 5.7-6.3 were used to define insulin-resistance. All individuals were within ages of 18-55. PBMCs were isolated from whole blood using Ficoll-Paque method. Briefly, whole blood was diluted 1:1 with PBS containing 2% FBS, layered on top of 15 ml Ficoll in SepMate-50 tubes (Cat No. 15460; Stemcell Technologies) and spun down at 1200×g for 10 mins. The white buffy coat containing PBMCs were collected and washed twice with PBS containing 2% FBS and spun down at 1200×g for 10 mins to remove platelets. 0.5 ×10^6^ PBMCs were lysed in 20 cell volumes of 1X SDS sample buffer and processed for western blot analyses.

**Tumor xenograft studies**

Animal studies were performed at the Icahn School of Medicine at Mount Sinai (ISMMS) Center for Comparative Medicine and Surgery. All studies were approved by the ISMMS Institutional Animal Care and Use Committee. All animals used for the studies, were female, on an FVB/n background. The immunodeficient hyperinsulinemic mice were generated as previously described by crossing the recombination-activating gene 1 (*Rag1*) knockout mice with the muscle creatinine kinase promoter expressing dominant-negative *Igf1r* (MKR) mice (14). The metabolic phenotyping of the Rag1 knockout (Rag1^-/-^) / MKR mice and control Rag1^-/-^ mice has been characterized previously (14). Mice for this study were maintained on regular diet (PicoLab Rodent Diet 20, 5053), with free access to water and a 12-hour light / dark cycle. 5×10^6^ MDA-MB-231 tumor cells were injected into the inguinal mammary fat pad of *Rag1*^-/-^ and *Rag1*^-/-^/MKR female mice aged between 8 and 10 weeks. MDA-MB-231 tumor growth was measured as previously described (15). At the end of the study, tumors were dissected and flash frozen in liquid nitrogen for further analysis.

**References**

1. Hong HY, Yoo GS, Choi JK. Direct Blue 71 staining of proteins bound to blotting membranes. Electrophoresis. 2000;21(5):841-5.

2. Shandilya J, Senapati P, Hans F, Menoni H, Bouvet P, Dimitrov S, et al. Centromeric histone variant CENP-A represses acetylation-dependent chromatin transcription that is relieved by histone chaperone NPM1. J Biochem. 2014;156(4):221-7.

3. Mendez J, Stillman B. Chromatin association of human origin recognition complex, cdc6, and minichromosome maintenance proteins during the cell cycle: assembly of prereplication complexes in late mitosis. Mol Cell Biol. 2000;20(22):8602-12.

4. Orlando DA, Chen MW, Brown VE, Solanki S, Choi YJ, Olson ER, et al. Quantitative ChIP-Seq normalization reveals global modulation of the epigenome. Cell Rep. 2014;9(3):1163-70.

5. Kim D, Langmead B, Salzberg SL. HISAT: a fast spliced aligner with low memory requirements. Nat Methods. 2015;12(4):357-60.

6. Pertea M, Pertea GM, Antonescu CM, Chang TC, Mendell JT, Salzberg SL. StringTie enables improved reconstruction of a transcriptome from RNA-seq reads. Nat Biotechnol. 2015;33(3):290-5.

7. Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014;15(12):550.

8. Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA, et al. Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci U S A. 2005;102(43):15545-50.

9. Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE, et al. Model-based analysis of ChIP-Seq (MACS). Genome Biol. 2008;9(9):R137.

10. Heinz S, Benner C, Spann N, Bertolino E, Lin YC, Laslo P, et al. Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol Cell. 2010;38(4):576-89.

11. Saldanha AJ. Java Treeview--extensible visualization of microarray data. Bioinformatics. 2004;20(17):3246-8.

12. Ramirez F, Ryan DP, Gruning B, Bhardwaj V, Kilpert F, Richter AS, et al. deepTools2: a next generation web server for deep-sequencing data analysis. Nucleic Acids Res. 2016;44(W1):W160-5.

13. Davis JE, McDonald JM, Jarett L. A high-performance liquid chromatography method for hemoglobin A1c. Diabetes. 1978;27(2):102-7.

14. Zelenko Z, Gallagher EJ, Antoniou IM, Sachdev D, Nayak A, Yee D, et al. EMT reversal in human cancer cells after IR knockdown in hyperinsulinemic mice. Endocr Relat Cancer. 2016;23(9):747-58.

15. Shlomai G, Zelenko Z, Antoniou IM, Stasinopoulos M, Tobin-Hess A, Vitek MP, et al. OP449 inhibits breast cancer growth without adverse metabolic effects. Endocr Relat Cancer. 2017;24(10):519-29.

**Supplementary figures**

**
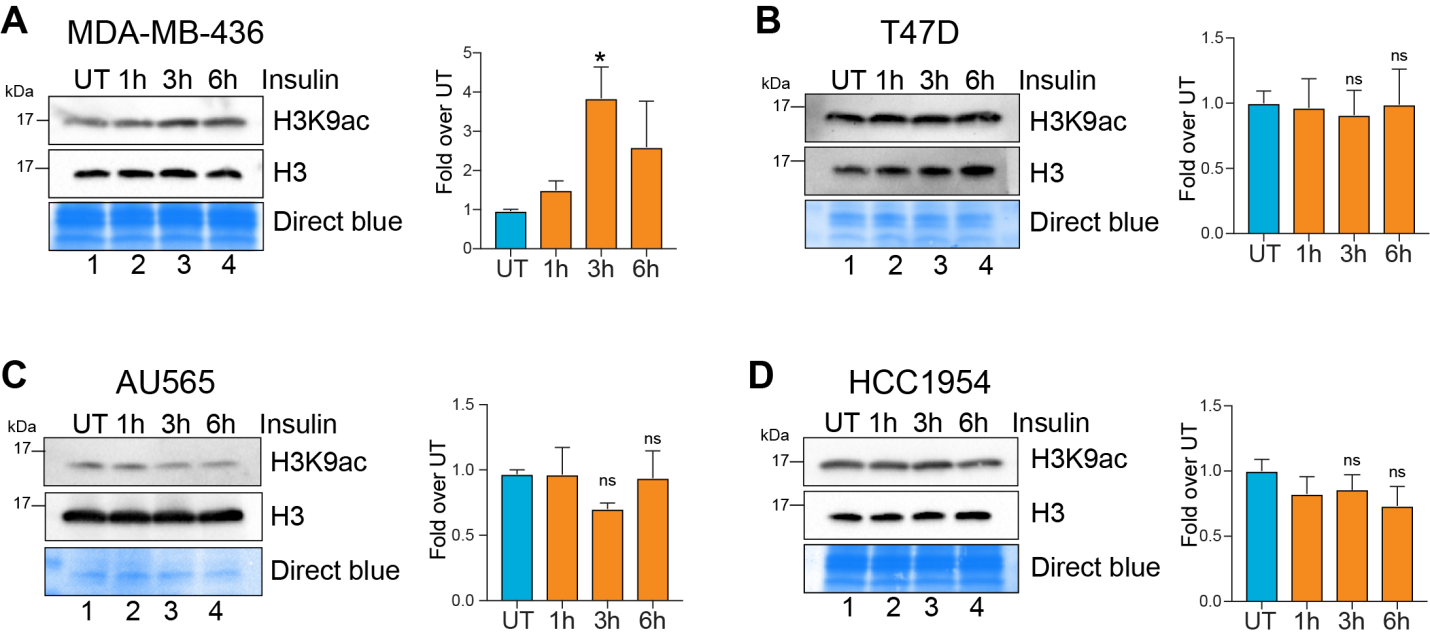
**

**Figure S1:** (A) Western blot analysis using the indicated antibodies in MDA-MB-436 (TNBC cell line) cell lysates treated with insulin (100 nM) for 1h, 3h or 6h. (B) Western blot analysis using the indicated antibodies in non-TNBC cell lines T47D, (C) AU565 and (D) HCC1954 treated with insulin (100 nM) for 1h, 3h or 6h. Densitometric quantification for H3K9ac/H3 signals is shown for each western blot on the right. Statistical significance was calculated using one-way ANOVA, Dunnett’s multiple comparisons test. *p<0.05, ns: non-significant.

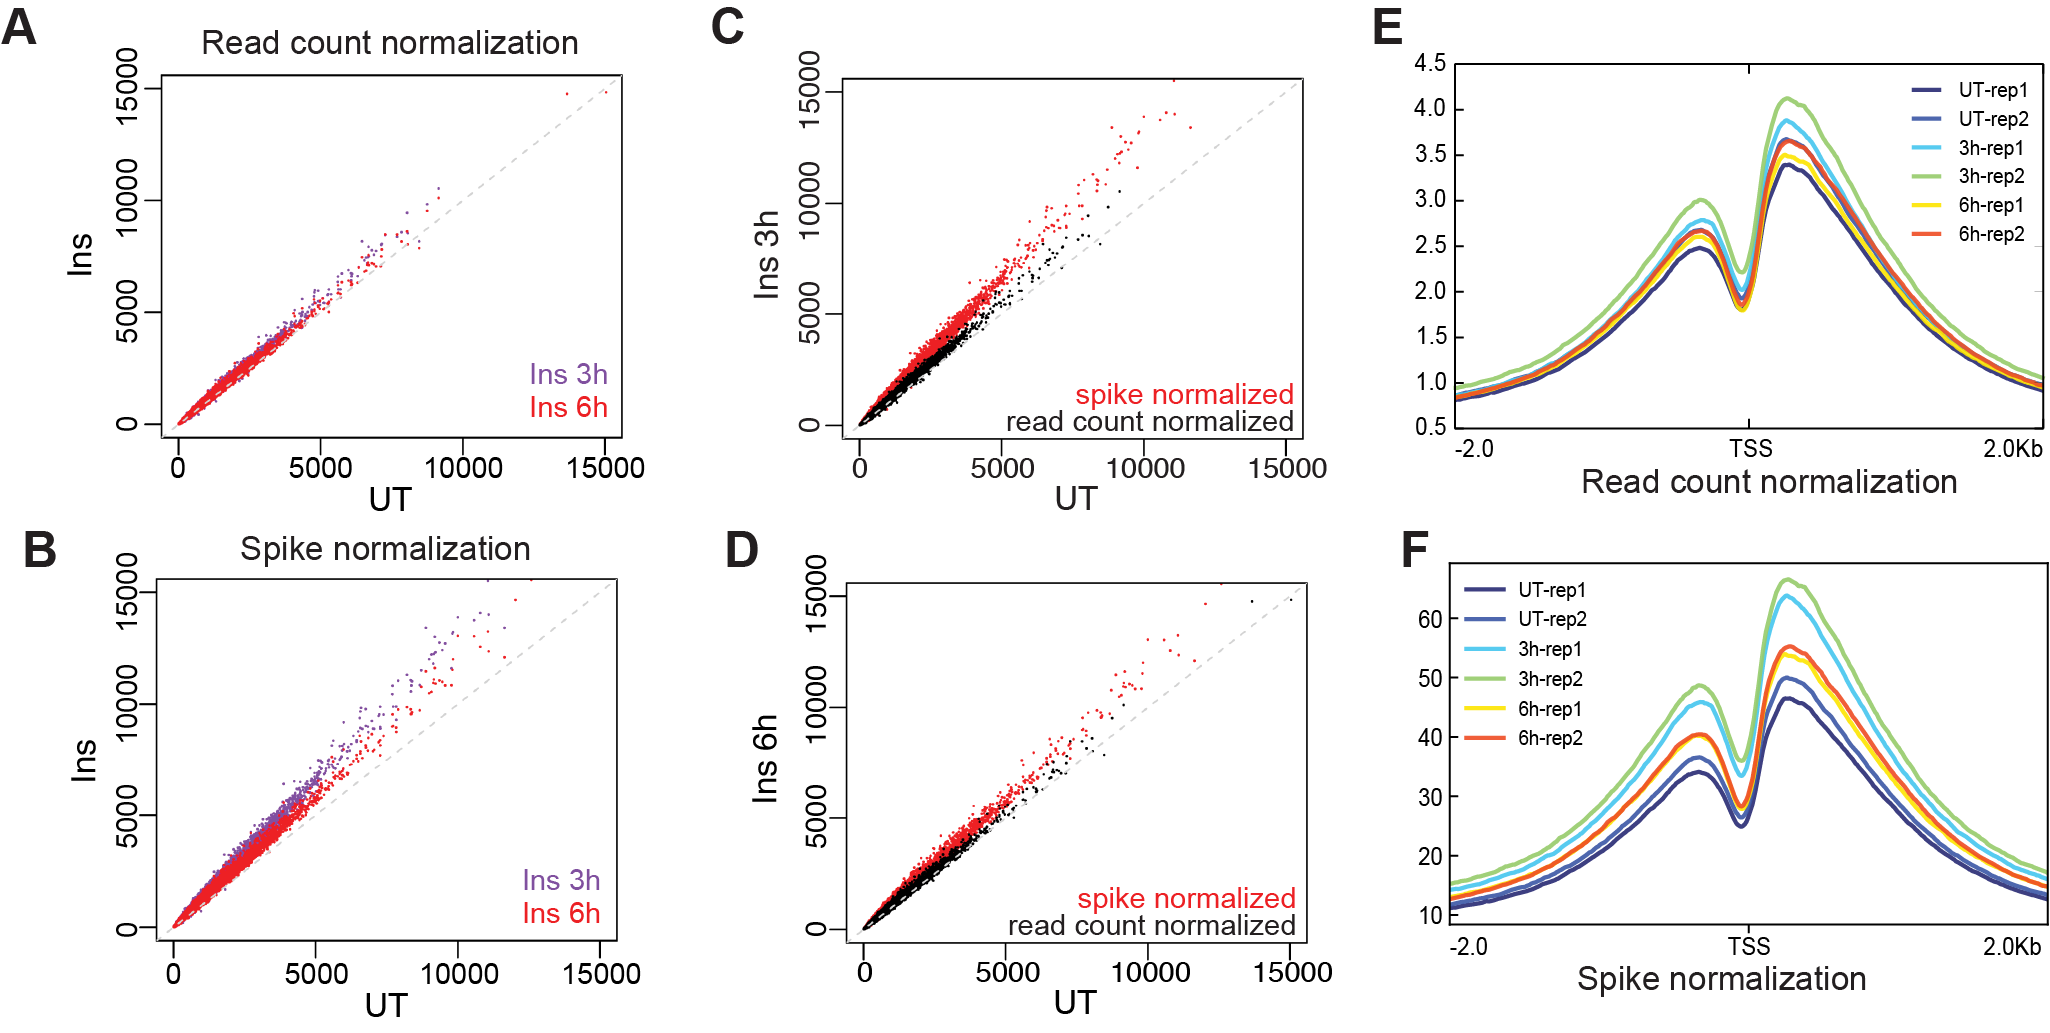

**Figure S2:** (A) Scatterplots showing the peak scores in UT versus 3h (purple) and 6h (red) insulin treatment normalized with total aligned read counts (hg19) and (B) spike-in normalization (aligned read counts from dm3 genome). (C) Scatterplots showing the peak scores in UT versus 3h and (D) UT vs 6h insulin treatment normalized with total aligned read counts (hg19) (black) or spike-in normalization (red). (E) Aggregate profile of H3K9ac signals around transcription start sites (TSS) normalized using read count normalization or (F) spike normalization in all ChIP-seq libraries.

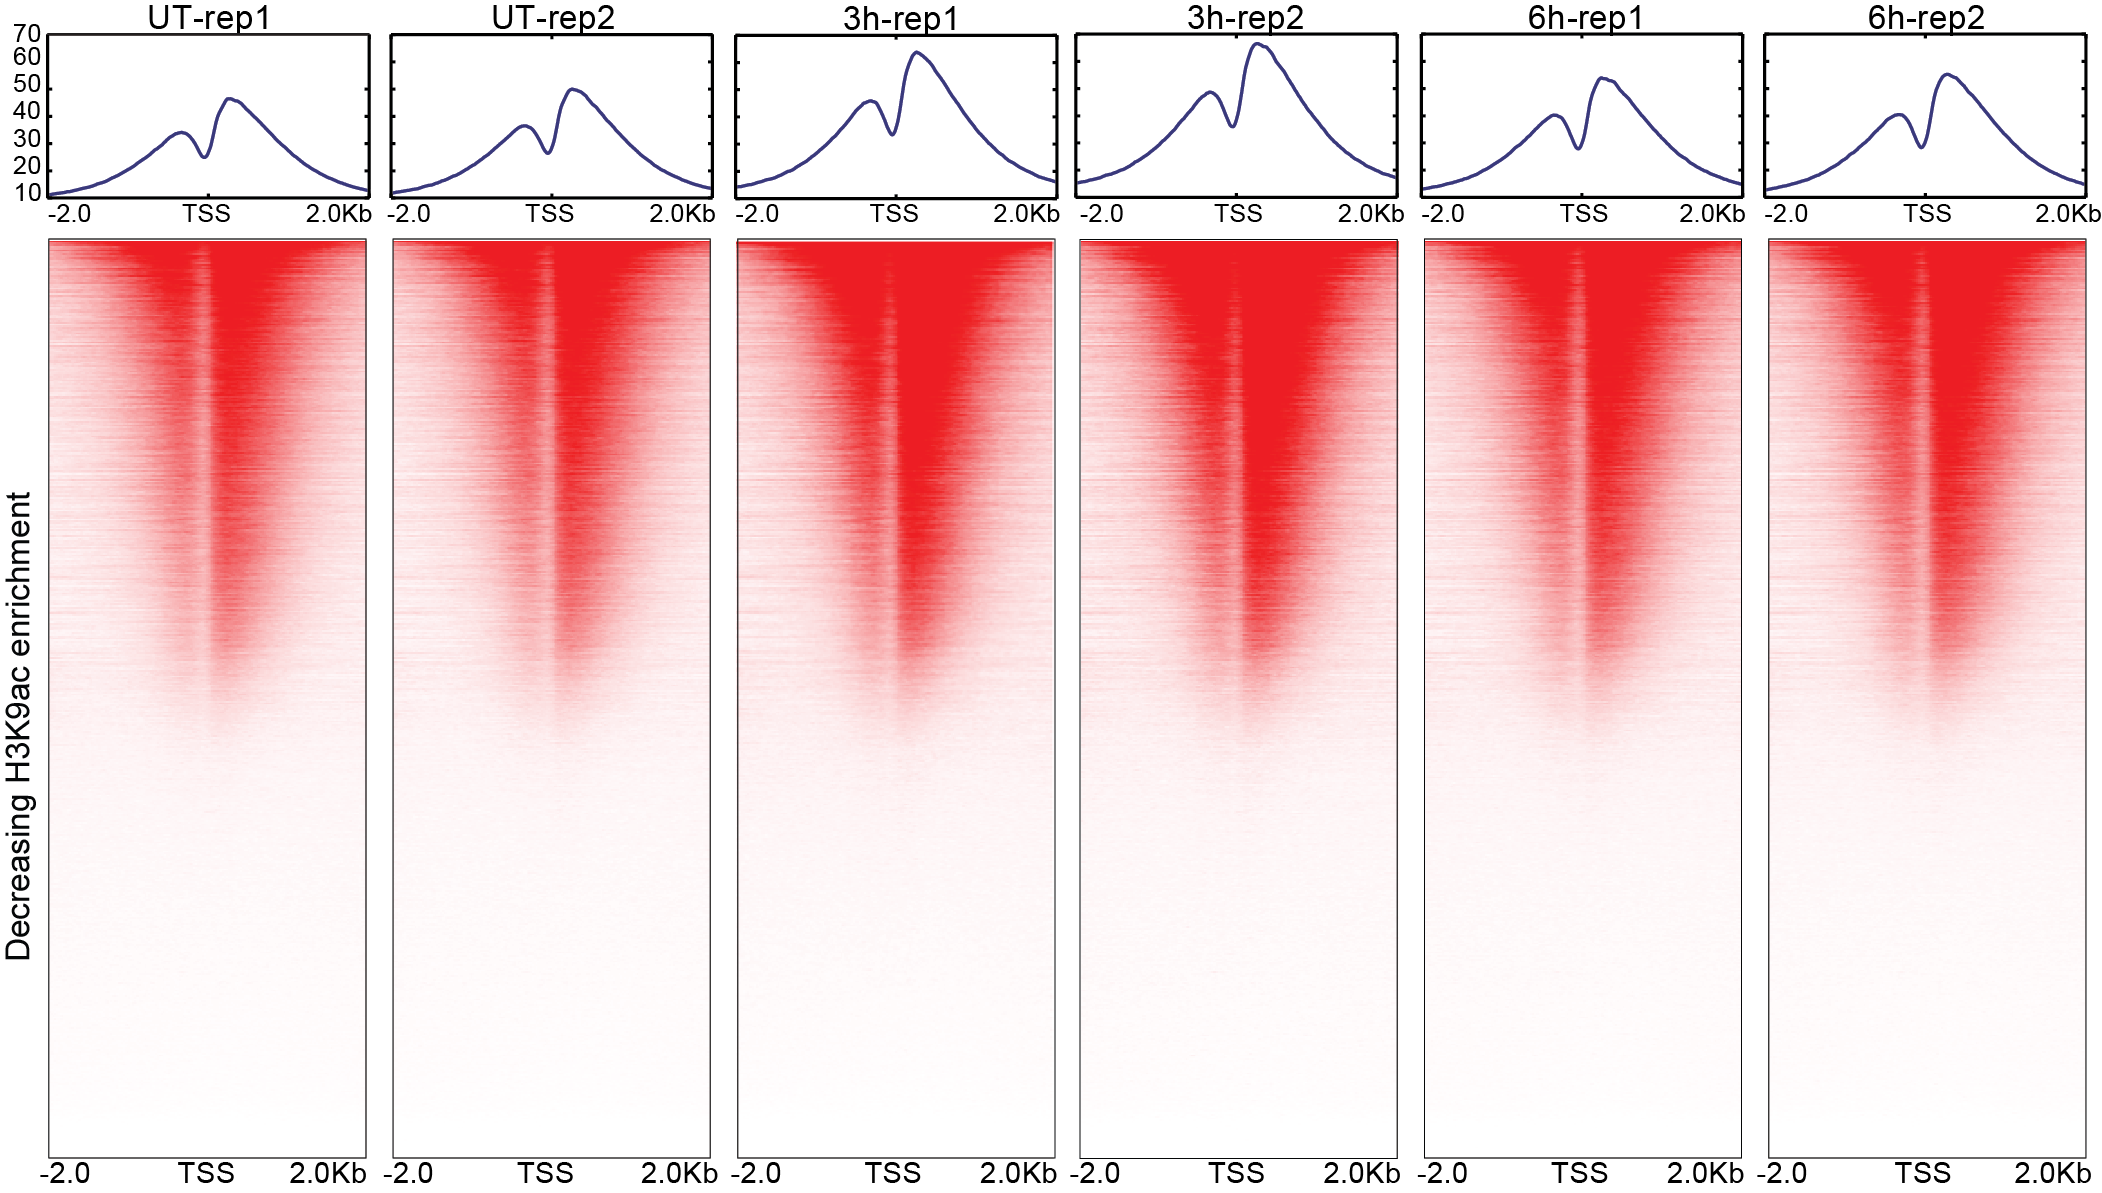

**Figure S3:** Heat maps and average profiles showing the distribution and enrichment of H3K9ac tags at promoter regions (±2kb from TSS of all transcripts in UT and 3h and 6h insulin treated samples.

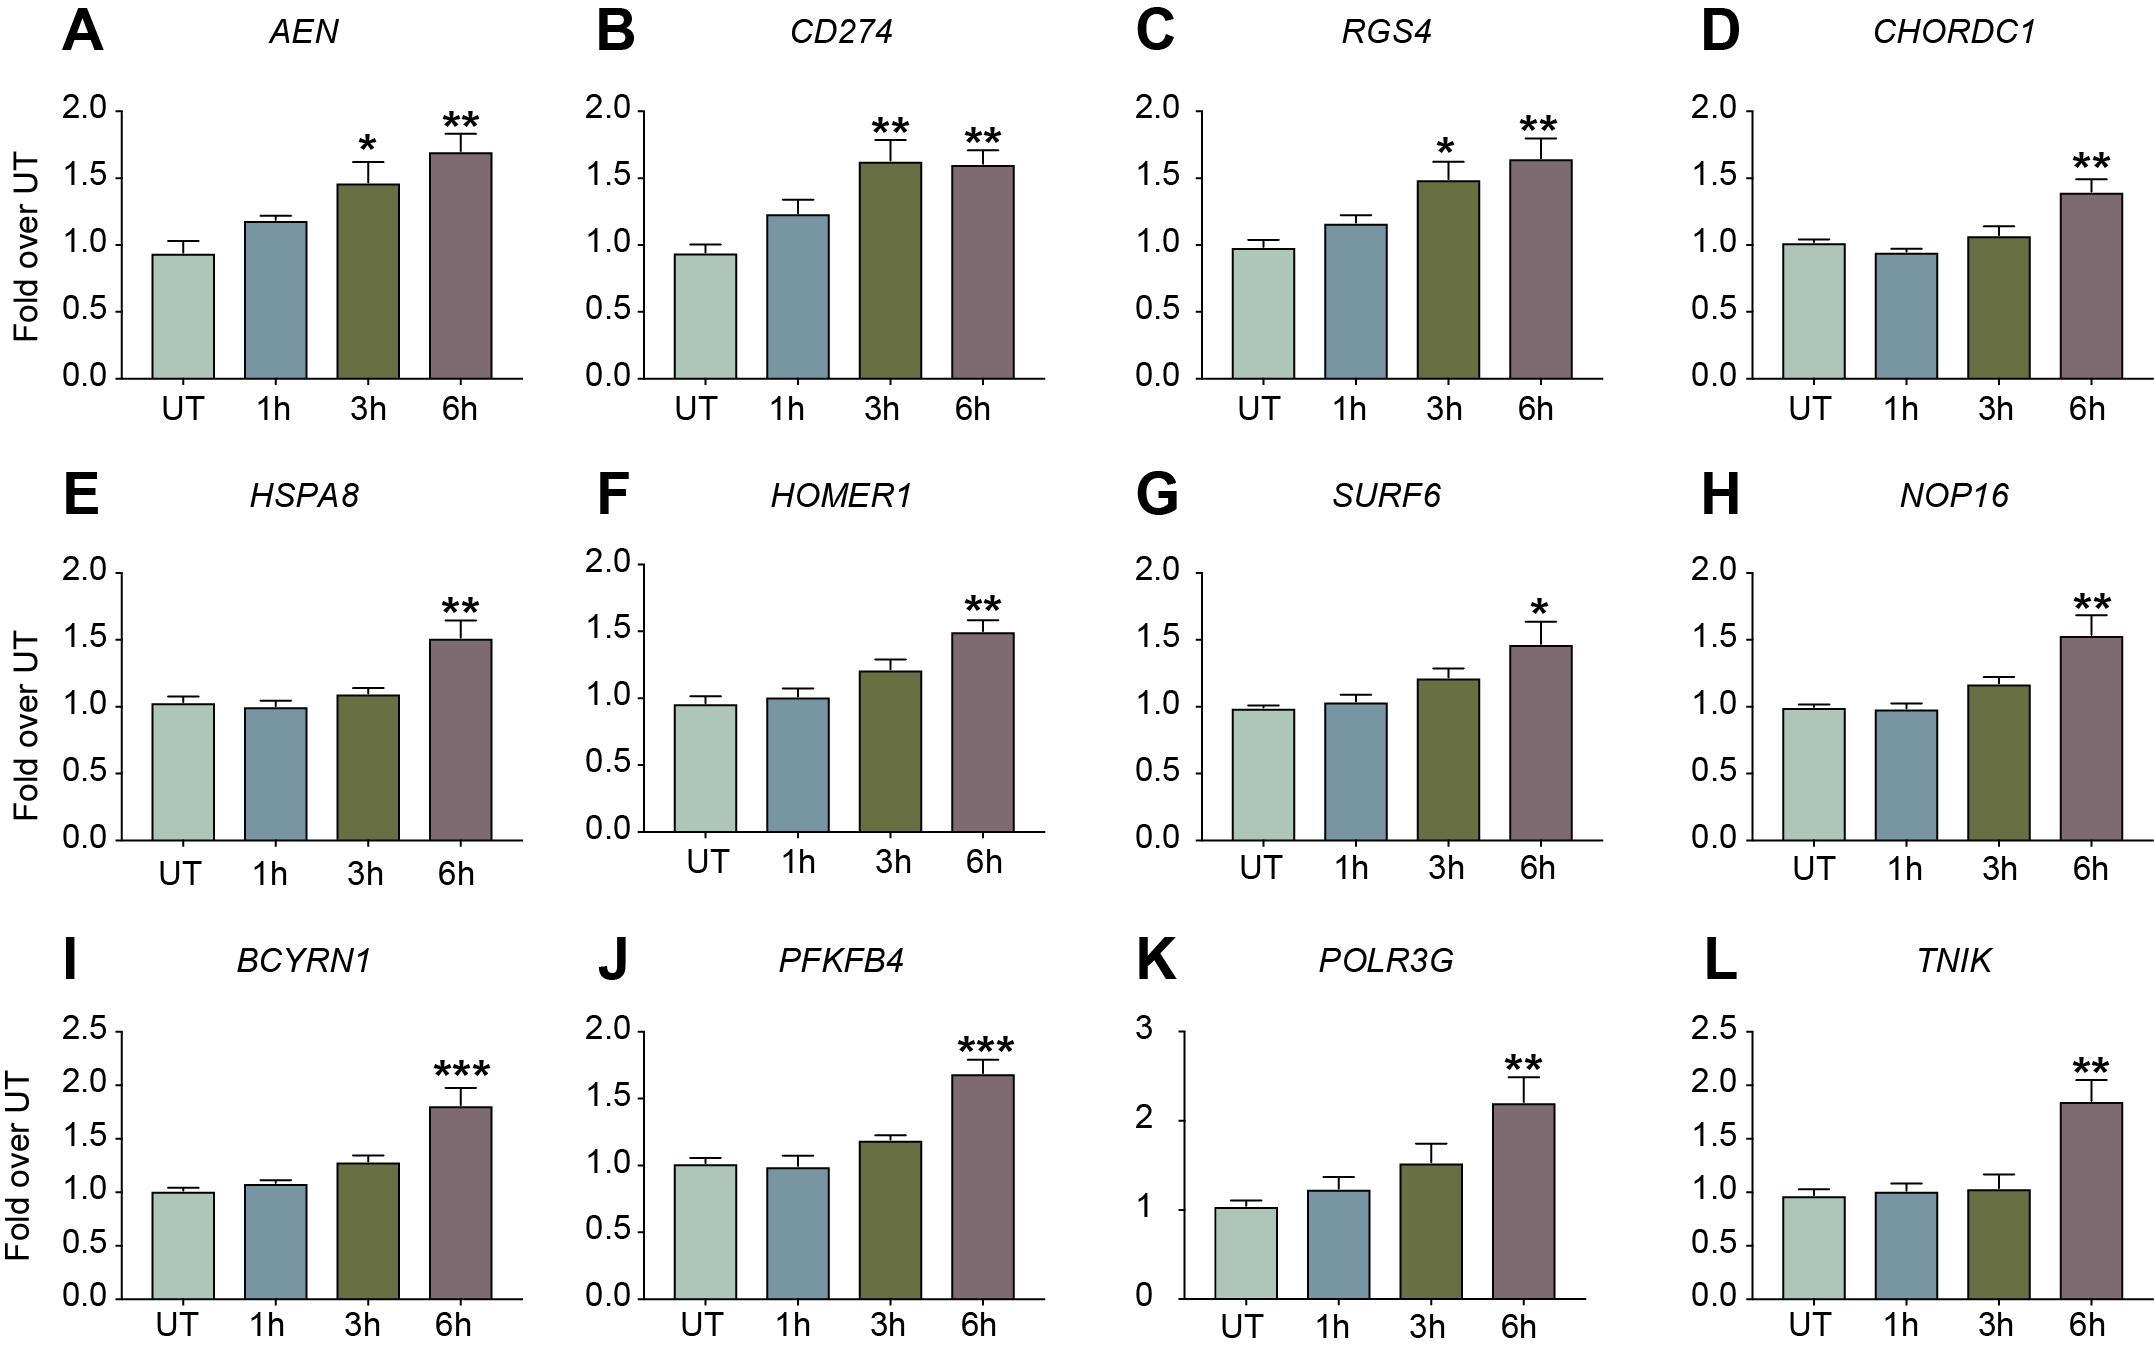

**Figure S4:** RT-qPCR quantification of mRNA expression for genes upregulated by insulin stimulation (100 nM) in MDA-MB-231 cells for 1h, 3h or 6h. UT: Untreated. Values are Mean+SEM from three independent experiments. Statistical significance was calculated using one-way ANOVA, Dunnett’s multiple comparisons test. *p<0.05, **p<0.01, ***p<0.001.

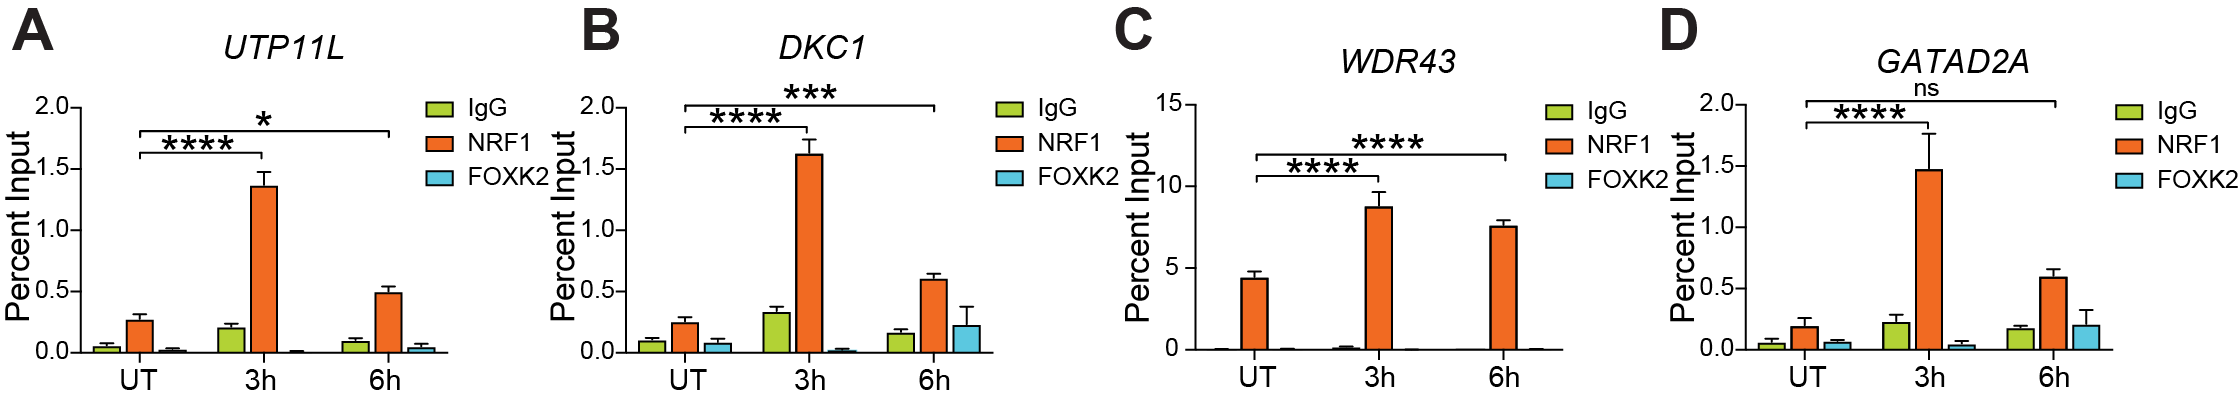

**Figure S5:** NRF1 enrichment at NRF1 motifs in promoters of indicated insulin-upregulated genes determined by ChIP-qPCR in MDA-MB-231 cells treated with insulin (100 nM) for 3h or 6h. IgG and FOXK2 antibody ChIPs serve as negative controls. Bars represent percent input pulldown in untreated (UT) and treated (3h, 6h) cells. Values are Mean+SEM from two independent experiments and three technical replicates from each experiment. Statistical significance was calculated using one-way ANOVA, Dunnett’s multiple comparisons test. *p<0.05, ***p<0.001, ****p<0.0001, ns=non-significant.

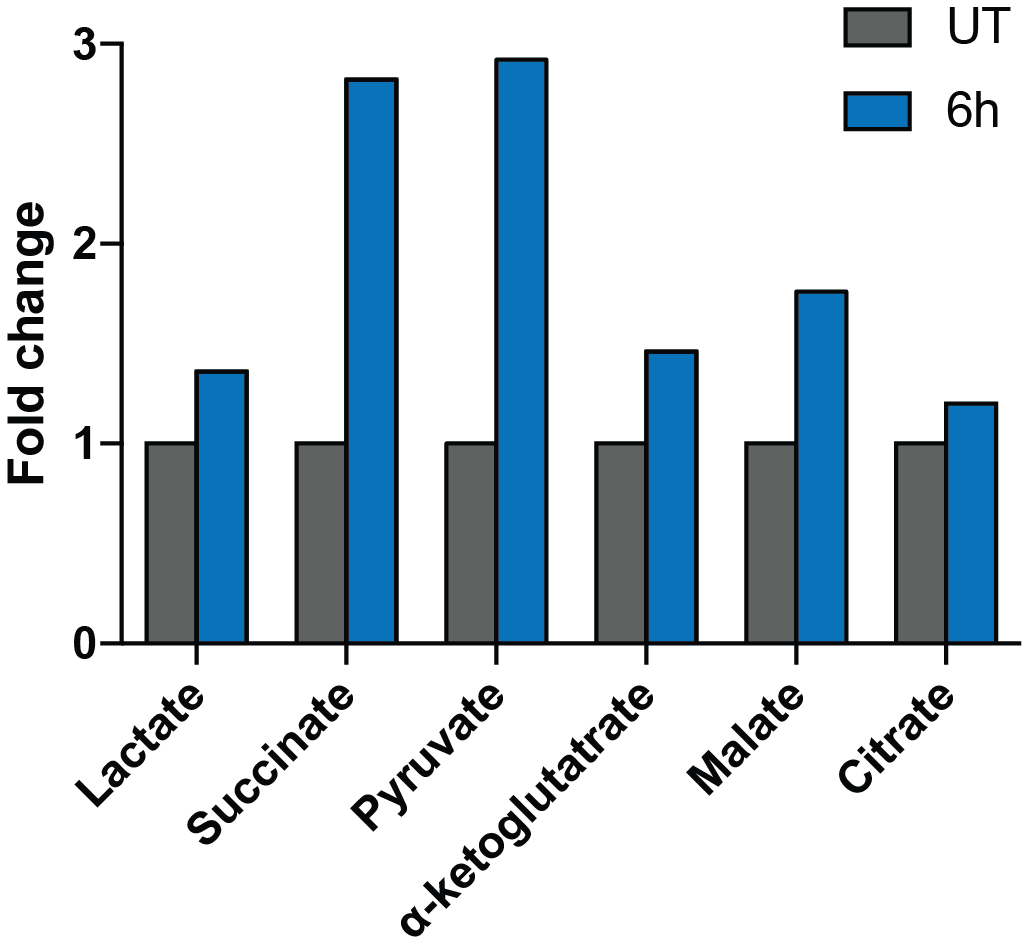

**Figure S6:** Bars represent fold change in levels of indicated metabolites in cells treated with 100nM insulin for 6h. UT: Untreated.

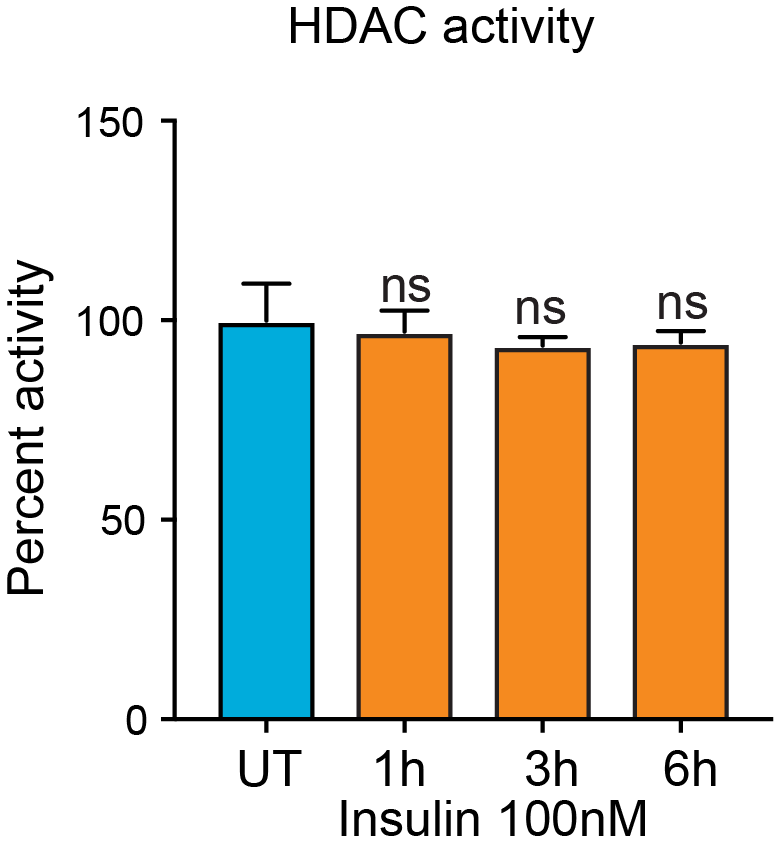

**Figure S7:** Bars represent percent HDAC activity in MDA-MB-231 cells treated with 100nM insulin for 1h, 3h or 6h. Values are Mean+SEM; n=3. Statistical significance was calculated using one-way ANOVA, Dunnett’s multiple comparisons test. UT: Untreated, ns: non-significant.

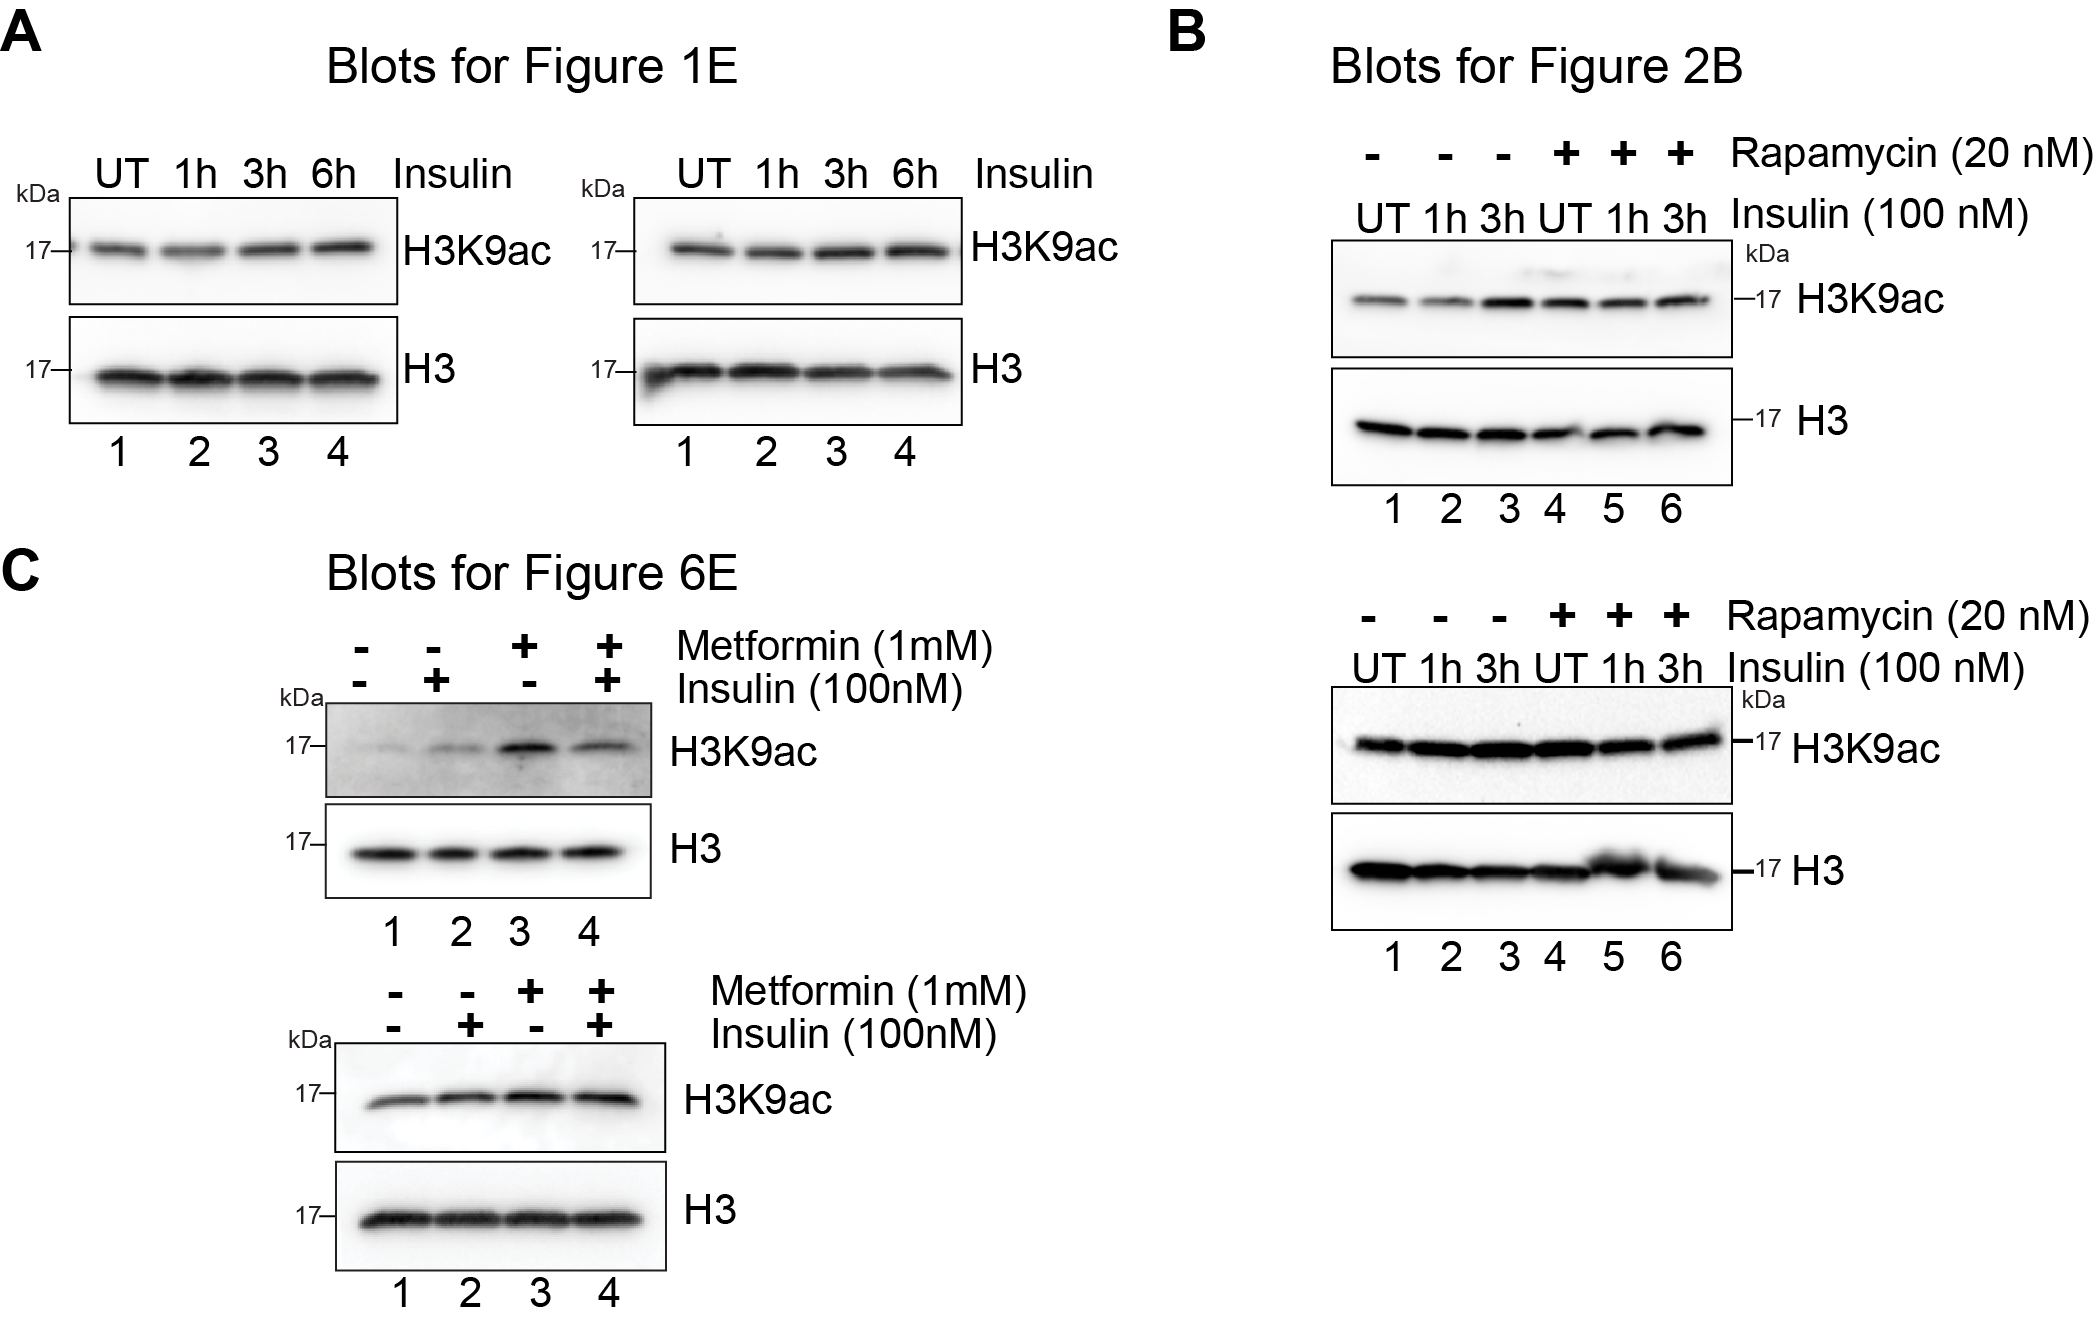

Figure S8: (A) Blots used for quantification shown in Figure 1F (B). Blots used for quantification shown in Figure 2C (C) Blots used for quantification shown in Figure 6F.

**Supplementary Tables**

| **Sample** | **Number of reads** | **uniquely aligned reads** | **uniquely aligned reads after PCR duplicate removal** | **hg19 aligned reads** | **dm3 aligned reads** |
| --- | --- | --- | --- | --- | --- |
| UT-rep1 | 53085048 | 43556151 | 40433495 | 37702767 | 2730728 |
| UT-rep2 | 48979747 | 39584625 | 36880664 | 34371563 | 2509101 |
| 3h-rep1 | 51726037 | 42828559 | 39670425 | 37411094 | 2259331 |
| 3h-rep2 | 46332700 | 37745757 | 35166227 | 33128942 | 2037285 |
| 6h-rep1 | 52300364 | 42586950 | 39937204 | 37518909 | 2418295 |
| 6h-rep2 | 56543804 | 45720199 | 42239894 | 39637418 | 2602476 |
| UT-Input | 52847588 | 41039624 | 39296328 | 37155271 | 2141057 |
| 3h-Input | 57199048 | 45243608 | 42952024 | 41059938 | 1892086 |
| 6h-Input | 53845368 | 41840849 | 39643942 | 37586258 | 2057684 |

**Table S1: Read number information**

Table shows the number of sequencing reads obtained, uniquely aligned reads before and after PCR duplicate removal, number of reads aligned to hg19 (human) genome and dm3 (*Drosophila*) genome for each library.

| **Genomic DNA and mitochondrial DNA primers** | | |
| --- | --- | --- |
| **Gene** | **Forward primer (5’-3’)** | **Reverse primer (5’-3’)** |
| *MT-CYB* (cytochrome B) | gcgtccttgccctattactatc | cttactggttgtcctccgattc |
| *RPL13A* | cttgctggtcttcgttcaaatc | gaggaacagggactgagaaag |
| **RT-qPCR primers** | | |
| **Gene** | **Forward primer (5’-3’)** | **Reverse primer (5’-3’)** |
| *PPIA* | gcaaacctgaccaatttaagcc | gatcaaatccgccacctctag |
| *NRF1* | gcttcagaattgccaaccac | gtcatctcacctccctgtaac |
| *CCDC86* | gagcttcctgtaatcccgaag | ctcctgtcgttccttcatcttc |
| *MYBBP1A* | ctggactccttggttgacttc | atgatccatttcctcagccg |
| *LYAR* | cacaaaggcgacatcaaacag | gggaacgttgtcaaaagcac |
| *AEN* | gcacaggacagaaggaattgag | gcagagggtgtcaaggtaac |
| *CD274* | acttggtaattctgggagcc | aggttgagaatccctgcttg |
| *RGS4* | gctgaatcactggaaaacctg | tctttggttgcctggactg |
| *CHORDC1* | attcaagcccctaagccag | acaccctccattcttacatgag |
| *HSPA8* | ttccttcgttattggagccag | atcaccgatcaaccgttcag |
| *HOMER1* | cagagaactacaagaacagaggg | gacgttgctctaagtcagacag |
| *SURF6* | tctgtctttgctctggatgttc | ccttcctggccttctctttc |
| *NOP16* | ccctatgtgctgaatgacctg | acgttgatcttactccgaatctg |
| *BCYRN1* | ctgtaatcccagctctcagg | tgctttgagggaagttacgc |
| *PFKFB4* | gagccgcatcgtatattacctc | gtccagaccttcagatccttg |
| *POLR3G* | cctttcagaatttgcccactc | accttctcctgttttcagtgg |
| *TNIK* | gagtcagaaagtagcgaggaag | tctcttgaaatactgccgctg |
| **ChIP primers** | | |
| **Gene** | **Forward primer (5’-3’)** | **Reverse primer (5’-3’)** |
| *DKC1* | ttccagcctgggccaac | ctggtcgtctgcgcaat |
| *CCDC86* | aaagactggctcatcaatcaca | cggccatgttggtgagg |
| *LYAR* | cgcagctacctgcctct | gaaccgccttcctgcttc |
| *WDR43* | tcctgcgacgcgaagat | ccgccattgctgctctg |
| *GATAD2A* | gagactgagccgcgaga | gacagacgaccgaccga |
| *MYBBP1A* | aattacattgaactcatctgactgg | agctgccgactgcattat |
| *UTP11L* | taccttctagatacagcaaccc | ctacccagatctcgccttc |
| Negative control region | tgcaaagacagatgaaggagaa | tgatcctaagcgaatccatagc |

**Table S2: Sequences of primers used in the study**

How the deposited data were processed for this re-analysis (not part of the article)

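H3K9ac was measured by ChIP-Rx and RNA by RNA-seq in MDA-MB-231 cells that were left untreated or treated with 100 nM insulin for 3 h or 6 h, with 2 libraries per condition for each assay and 1 ChIP input per condition. Samples were grouped by treatment and time as the paper labels them. For RNA-seq, the authors aligned reads to hg19 with HISAT2, assembled and merged transcripts with StringTie on the Gencode v19 annotation, and counted reads with bedtools coverage. The deposited RNA values are raw counts of reads per transcript, in which a read that overlaps several transcripts is counted in each. For ChIP-seq, the authors aligned reads with bowtie to a combined hg19 and dm3 genome and called broad peaks with macs2 in each library against its input. Each deposited peak carries a score that is 10 times its −log10 q-value and was not used, a fold enrichment over input (a ratio), and the −log10 of its p-value and q-value. None of these values is spike-in normalized. The supplementary methods say that human reads were taken out before peak calling, but the lists also hold peaks on dm3, which were used here as a control.

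Transcripts were matched to GENCODE v44lift37, an annotation on GRCh37, and 93.2% of the 195895 transcripts were found in it, with 90.9% to 91.1% of the counts. The 13174 unmatched transcripts and 165 on the Y copy of the pseudoautosomal regions were left out. Each gene was represented by its transcript with the highest mean count over the 6 libraries. Gene counts per library summed to between 25901865 and 33459459, TMM factors lay between 0.97 and 1.015, and 20687 genes passed the filter on low counts of edgeR. Differences were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, all 6 libraries in 1 fit, with Benjamini-Hochberg adjustment. A gene was called at an adjusted p-value under 0.1 and an absolute log2 fold change of at least 0.5. The comparison of 6 h with 3 h used the same fit. Standard errors were taken as the log2 fold change divided by the square root of the F statistic. Gene lists were tested with camera of limma 3.58.1 (preset correlation 0.01) at an adjusted p-value under 0.05, beside fry and an estimated correlation. The design of the analysis stated no threshold for the lists. The value of 0.05 was taken from the paper's gene set analysis, which names no adjustment, and was applied here to adjusted p-values. DESeq2 1.42.0 was run as an alternative. Genes were named by a rule fixed beforehand, which took 41 genes listed from the text, Table S2 and the labels of Fig. 4a and Fig. 4b of the paper (not every gene that occurs there, reference genes for instance were left out) and the 5 largest increases and decreases at each time among called genes whose treated libraries both lay on the same side of both untreated libraries, 58 in all.

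Peaks were merged and intersected with bedtools 2.31.1. A promoter was taken as the TSS ± 1 kb of the transcript that represents the gene. Shares of promoters with a peak were set beside 10000 random gene lists matched on mean expression in 20 bins. Motifs were searched on both strands of the GRCh37 sequence as fixed patterns, with 1 mismatch allowed for NRF1 and SP1 and none for the E-box and AP-1, and compared by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over 4 motifs. The remaining steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9, and samtools 1.23.1. The method for RNA was tested on simulated data, in which counts of 200 of 20471 genes were changed. It found 190 of them with 17 false calls at 3 h, and 189 with 14 false calls at 6 h. The planted changes were the same at both times, all exceeded the minimum fold change, and left out the most weakly expressed genes. These numbers therefore do not give the power for smaller changes or for weakly expressed genes. On simulated peak lists, the peak method found all 300 gained and 200 lost peaks among 5000. Planted motifs were found in all of the 200 sequences that held them.

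The comparison of H3K9ac signal per peak, with its alternatives in library size and test, was not run, because peaks were called separately in each library and carry no counts over common regions. Browser tracks and the paper's normalized peak scores were not used here. With 2 libraries per condition, replicate differences are the only measure of spread, no outlier test applies to single libraries, and leaving out a library gives a value without a test. Alternatives for RNA were no filter on low counts, a mean of at least 50 counts, library totals in place of TMM, the replicate number as a term, DESeq2, only the 4 libraries compared, no minimum fold change and an adjusted p-value under 0.05. For peaks they were a q-value under 0.01, an overlap of at least 50%, equal numbers of top-scoring peaks, merging within 1 kb, presence in at least 2 libraries, distances from the peak edge, protein-coding or expressed genes only, and wider or narrower promoters. Chosen after the data were seen were counts summed over transcripts, transcripts tested singly, the 5′ ends of all transcripts, Drosophila peaks as a control, division of spike-in ratios by those of the inputs, peak lengths at promoters of called genes, and motifs in gained peaks.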

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

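Of the tests in this part, those of library scaling (rescaled 6 h libraries and genes of like abundance) and of a deviating 6 h library were chosen only after the result was seen, as were the fits with counts summed over transcripts. The comparison of 6 h with 3 h and library totals as an alternative setting were set before the data were examined.

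The change after insulin differed between the times for 141 genes by a direct edgeR test of 6 h against 3 h, 33 of them higher and 108 lower at 6 h. At an unadjusted p-value under 0.05, 3362 genes differed. The paper does not report this comparison. For all 141 genes the 6 h libraries did not overlap the 3 h libraries, for which the call selects. This held for 45.9% of all tested genes, and chance gives 33.3%. Library totals only, which gave 144 genes, hardly move the values and do not test scaling. The 6 h libraries were therefore rescaled together by 21 common factors from −0.50 to 0.50 on the log2 scale. No factor gave fewer than 141 genes. The median difference over all genes was only 9.84e-05 without rescaling, so a common shift adds calls, and their number cannot test scaling. Calls in both directions were left at every factor. Lower genes fell from 108 to 26 at −0.50, and higher genes from 33 to 8 at 0.50. Of the 141 genes, 51 were still called at −0.50 and 110 at 0.50. No common factor in this range thus removes all calls in either direction. A deviating 6 h library was tested on genes picked in 1 pair of libraries. This test used 16043 genes, the number with a mean of at least 50 counts. Of the 141 of them with the largest difference in the second library of each time, 55.32% went the same way in the first libraries. For all 16043 genes this share was 59.97%. In the other direction, of the genes picked in the first libraries, 82.98% went the same way in the second. These are not the called genes, so for the 141 genes as a set a deviating 6 h library and a change of the response with time cannot be told apart.

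SLC30A1 was higher at 3 h than at 6 h, with a log2 difference of −1.19 (edgeR, adjusted p = 0.000804). Scaling and a single library were tested as explanations. With library totals only the difference was −1.21, and it lay between −1.19 and −1.21 in all 7 fits. A scaling factor moves genes of like abundance alike, but SLC30A1 lay −1.22 from the median of 1033 such genes (the same of 20 bins of mean expression), and none of these was as low. Each 6 h library lay at least 0.94 below each 3 h library on the log2 scale. These 2 results argue against scaling and against a single library. The gene was called at 3 h and returned close to the untreated level at 6 h, so a response that ends before 6 h may explain the difference. This remains a hypothesis, since it was found and tested on the same libraries.

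For 7 other genes among those named by the rule, the direct test also passed the thresholds. Relative to 3 h, the log2 difference at 6 h was −0.54 for SOD2, 0.55 for TNIK, −0.91 for CYP1B1, −0.59 for FZD7, −0.90 for ICOSLG, −0.55 for YPEL3 and −1.58 for BMF-AS1. With library totals only, which moved the values little, all 7 had the same direction and were called again, from −0.56 for SOD2 to −1.59 for BMF-AS1 among the lower genes and 0.53 for TNIK. SOD2 fell under the minimum fold change with counts summed over transcripts (−0.47). BMF-AS1, an antisense transcript with a mean under 2 CPM in each condition, was no longer called with the replicate number as a term (−1.58) or with summed counts (−1.57). DESeq2 gave it no adjusted p-value, and it did not pass the filter of a mean of at least 50 counts, so neither setting could call it. With 1 library left out, none of them changed direction, and the values lay between −0.62 and −0.47 for SOD2, 0.47 and 0.65 for TNIK, −1.04 and −0.80 for CYP1B1, −0.75 and −0.45 for FZD7, −0.92 and −0.89 for ICOSLG, −0.74 and −0.39 for YPEL3, and −1.75 and −1.44 for BMF-AS1. The 6 h libraries of every called gene lay apart from its 3 h libraries, so the direction could not reverse. For genes picked for their difference, these ranges show how far its size depends on 1 library. They cannot exclude a deviating library. A change of the response with time may explain the differences of these genes, as a hypothesis.

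Median changes of 6 gene lists also differed between 6 h and 3 h. On the log2 scale, the median difference was −0.28 for NF-kB and immune genes (camera, adjusted p = 4.85e-16), 0.0438 for mTORC1 (0.0170), 0.0864 for MYC targets (1.26e-05), 0.11 for ribosome biogenesis (5.74e-07), 0.0570 for splicing (0.00657) and −0.13 for the zinc list (0.0184). With fry, NF-kB, mTORC1 and MYC kept an adjusted p-value under 0.05, and with an estimated correlation NF-kB alone did. A single deviating 6 h library was tested for NF-kB and immune genes. Their median relative to untreated cells was −0.19 in one 6 h library and −0.23 in the other, against 0.08 and 0.06 at 3 h, which argues against that explanation. The reversal of this list between 3 h and 6 h may therefore be a change of the response with time, a hypothesis found and tested on the same data. Both 6 h medians also lay above both 3 h medians for 3 other lists, so these differences do not rest on a single 6 h library either. For ribosome biogenesis the medians were 0.17 and 0.16 at 3 h and 0.24 and 0.31 at 6 h, and for MYC targets 0.16 and 0.14 against 0.25 and 0.30. For mTORC1 they were 0.03 and 0.04 against 0.08 and 0.07. The difference in splicing (0.04 and 0.02 against 0.04 and 0.13) rests on the second 6 h library. In the zinc list (0.85 and 0.80 against 0.68 and 0.01) both 6 h medians lay below both 3 h medians. The direction there does not rest on the second 6 h library alone, although that library lay much lower than the first.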

How the results depend on the processing

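Tests and settings chosen only after the data were seen are counts summed over transcripts, transcripts tested singly, the 5′ ends of all transcripts, Drosophila peaks as a control and division of spike-in ratios by those of the inputs.

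The number of called genes at 3 h and 6 h was 127 and 403. It stayed within 1.5 times of these with a mean of at least 50 counts (119 and 330), library totals (119 and 402), the replicate number as a term (115 and 393) and summed counts (368 at 6 h). Without a filter on low counts, 36538 genes were tested and 227 (84 higher, 143 lower) and 652 (222, 430) were called. DESeq2 called 75 (16 higher) and 186 (58, 128). It gave no adjusted p-value to 36 of the 127 genes and 190 of the 403, and 16 and 28 more had one but were not called. A fit of only the 4 libraries compared called 297 (125, 172) and 245 (72, 173), the first more and the second fewer than the fit of 6. Without a minimum fold change, 692 (281, 411) and 2407 (1195, 1212) passed, which follows from the missing criterion. The stricter adjusted p-value of 0.05 left 95 at 3 h and 249 (75, 174) at 6 h. Transcripts tested singly with edgeR gave 501 (136, 365) and 1945 (690, 1255), and at 6 h 788 genes with a called transcript (324, 466). With DESeq2, 294 transcripts (227 lower) and 697 (262, 435) were called, with 23 genes higher at 3 h and 258 (147 lower) at 6 h. For 6 h against 3 h, the 141 genes became 353 without a filter and 84 with DESeq2, which gave no adjusted p-value to 44 of them, and stayed between 126 and 144 otherwise. Apart from these constructions, the cause was not tested.

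Replicate numbers did not pair the RNA libraries, since deviations of replicates with the same number correlated at −0.02, −0.02 and −0.04 across genes. The replicate number as a term called 130 genes at 6 h against 3 h. It left 14 of the 20 tests of a gene list at 3 h or 6 h past the threshold, as in the fit without it. With fry 12 of these tests passed, and with an estimated correlation 6.

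Of 1754 fold changes of named genes recomputed under other settings or with 1 library left out, no called change reversed its direction, 1703 kept their side of the thresholds or moved by less than the spread, 28 were no longer called, 11 became called and 12 moved with 1 library left out. Values of genes that a setting did not test or gave no adjusted p-value are not in this tally. With DESeq2 these include 9 called changes at 3 h, 15 at 6 h and 1 at 6 h against 3 h. Some values that were not called changed sign with 1 library left out, such as SLC30A1 at 6 h (−0.17 to 0.30) and SOD2 at 3 h (−0.13 to 0.03). RGS4 at 3 h (0.50) was no longer called with a mean of at least 50 counts and with DESeq2. With 1 library left out, the median log2 fold change of genes called higher at 3 h lay between 0.73 and 0.76, and of those called lower between −0.70 and −0.66.

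The share of union peaks within 1 kb of a TSS (19.7%) was 26.3% from the nearest peak edge, 14.5% with protein-coding genes only, 16.1% with expressed genes only, 24.3% at a q-value under 0.01 and 29.4% with the 5′ ends of all transcripts. Within 10 kb (52.1%), these shares were 53.8%, 33.5%, 34.7%, 55.1% and 66.2%. Of gained peaks, 17.9% and 17.2% at 3 h, and 16.3% and 16.1% at 6 h, lay within 10 kb of protein-coding and of expressed genes. The peak edge and the q-value left these shares of gained peaks between 37.7% and 40.8%. For these and the following changes of peak results the cause was not tested.

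Gained human peaks outnumbered lost ones in every setting with all libraries. At 3 h, 1870 were gained at a q-value under 0.01, and with equal numbers of top-scoring peaks 1282 were gained and 866 lost. An overlap of at least 50% gave 3906 and 591 at 3 h and 1849 and 968 at 6 h, a q-value under 0.01 gave 1428 and 527 at 6 h, and equal numbers gave 1194 and 889. Drosophila peaks gave 234 and 125 at 3 h and 77 and 219 at 6 h. With 1 library left out, fewer libraries are required, and the counts are larger by construction, from 4111 to 7881 gained and 848 to 3015 lost at 3 h, and from 2338 to 4088 and 1387 to 3967 at 6 h. Without the first untreated library, a lost peak needs presence in 1 library only, and lost peaks (3967) outnumbered gained ones (2338) at 6 h. The log2 ratio of peak length at promoters lay between 0.0517 and 0.104 at 3 h and between −0.0284 and 0.023 at 6 h with 1 library left out. It was 0.08 at 3 h with the other peak settings.

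Shares of promoters with a peak at TSS ± 2 kb and at a q-value under 0.01 were 75.56% and 73.3% for genes higher at 3 h, 56.1% and 53.4% for genes higher at 6 h, and 73.8% and 69.7% for genes lower at 6 h. For genes lower at 3 h the share at TSS ± 2 kb was 89.6%. The spike-in ratio relative to untreated cells stayed between 1.18 and 1.20 at 3 h and between 1.11 and 1.13 at 6 h with 1 library left out. Divided by the ratio of the inputs, it was 0.954 and 1.06. The number of motifs past the threshold was 1 in all settings.

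Not run were the comparison of H3K9ac signal per peak with its alternatives in library size and test, because the peaks were called per library, and the settings for FPKM or TPM values, because the files hold counts. Fits without 1 library leave 1 library in a condition, so they gave values without calls. With 2 libraries per condition, a difference is detectable only where it exceeds what a single pair of replicates shows.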

Differences from the paper's values

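Tests of single transcripts and of counts summed over transcripts, and the 5′ ends of all transcripts, were chosen only after the values were seen.

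At 3 h, 127 genes were changed against the paper's 207. Of the alternatives set before the data were examined, no filter on low counts (227) and a fit of only the 4 libraries compared (297) came within 1.5 times of the paper's number. At 6 h the same settings gave 652 and 245 against the paper's 384, more than 1.5 times apart, where 403 was not. At 3 h, a mean of at least 50 counts (119), library totals only (119), the replicate number as a term (115), DESeq2 (75), no minimum fold change (692) and an adjusted p-value under 0.05 (95) did not. Chosen after the values were seen, transcripts tested singly gave 294 transcripts with DESeq2 and 172 genes with a called transcript with edgeR, which are also within 1.5 times. The 501 transcripts called with edgeR, the 95 genes with a called transcript with DESeq2 and the genes called with summed counts were not.

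Of these genes, 82 were lower at 3 h, against the paper's about 140 in Fig. 4a, read by eye. No filter on low counts (143) and only the 4 libraries compared (172) closed this gap. A mean of at least 50 counts (83), library totals only (76), the replicate number as a term (76), DESeq2 (59), no minimum fold change (411) and an adjusted p-value under 0.05 (65) did not. With transcripts tested singly by edgeR, chosen after the values were seen, 114 genes had a lower transcript, within 1.5 times.

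Merging the Drosophila peaks gave 8931 union peaks against the paper's 5716. All 3 alternatives set before the data were examined came within 1.5 times, 7748 with peaks within 1 kb merged, 6057 at a q-value under 0.01 and 6247 with peaks in at least 2 libraries.

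Between 1 and 10 kb from a TSS lay 32.4% of the human union peaks, against the paper's 20%. With distances from the peak edge (27.5%), protein-coding genes only (19.0%) and expressed genes only (18.6%) the gap closed, and with a q-value under 0.01 (30.8%) it did not. Within 1 kb, however, protein-coding and expressed genes gave 14.5% and 16.1% against the paper's 26%, more than 1.5 times apart, where 19.7% was not.

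The paper reports NRF1 motifs as enriched in promoters of genes that rise with insulin, and the motif was found here in 12.1% of these promoters and 14.75% of the others. It reports SP1 and NRF1 motifs as enriched in proximal peaks with more H3K9ac. Proximal peaks gained at 3 h are a different selection, and their background was not matched on GC content. In them SP1 was found in 8.06% against 29.3% and NRF1 in 0.62% against 3.66% of the background. For distal peaks it reports AP-1 sites, found here in 27.25% of gained peaks and 25.3% of the background, which did not pass the threshold. The paper reports that peaks with more H3K9ac lie mostly near promoters. Of the gained peaks, 39.4% at 3 h and 36.6% at 6 h lay within 10 kb of a TSS. Gained peaks are by definition absent from untreated libraries, so promoters with a peak in every library are not among them. These shares therefore cannot test the paper's statement. The paper shows TMEM201 as an example of a promoter with more H3K9ac. The fold over input of its peak was 7.95 and 7.47 in untreated cells. It was 7.60 and 8.28 at 3 h, and 6.86 and 7.29 at 6 h. Unlike the paper's browser signal, this ratio is not spike-in normalized, so it cannot test that example.

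Among gene sets, the paper reports ATP production as induced, and the median of the oxidative phosphorylation list was 0.01 at 6 h, with 37 of 75 genes higher at 3 h. Splicing is reported as induced, and passed the threshold here at 6 h only (0.03 and 0.08). ROS metabolism is reported as lowered, and 23 of 45 genes were higher at 3 h and 15 at 6 h. Apoptosis-inducing genes are reported as lowered, and the list passed the threshold at 6 h only (−0.01 and −0.05). Immune genes are reported as lowered, and the NF-kB and immune list was higher at 3 h (0.08) and lower at 6 h (−0.21). TMEM201 is reported as upregulated, and was called at 6 h (0.55) but at 3 h (0.42) only without a minimum fold change. SOD2 is reported as decreased, and it was called at 6 h (−0.59) and not at 3 h (−0.05).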

Other observations

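Of the tests in this part, division by the inputs, Drosophila peaks as a control, those on zinc and shared metallothionein reads, and the repeated draws for GC content of promoters with their mark were chosen only after the result was seen. The tests on weak peaks, the 6 h libraries and skin cells and a single GC-matched background were not.

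The rise in human reads per Drosophila read (1.19-fold at 3 h and 1.12-fold at 6 h) could reflect the amount of Drosophila chromatin mixed into each sample rather than H3K9ac. After division by the ratio of the matching input, the 3 h ratio was 0.954 of that in untreated cells, which is consistent with a different share of Drosophila chromatin at 3 h. At 6 h the ratio was 1.06, and with a single input per condition an effect of mixing and one of insulin cannot be told apart. An effect of insulin on H3K9ac stays open at both times.

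Human peaks were gained more often than lost, 6.76 gained per lost peak at 3 h and 1.90 at 6 h, and peaks could be detected more easily in some libraries whatever the chromatin. Drosophila peaks, whose chromatin saw no insulin, gave 1.87 gained per lost peak at 3 h. With equal numbers of top-scoring peaks per library, 1282 human peaks were gained and 866 lost at 3 h. Detection and insulin cannot be told apart at 3 h. At 6 h the Drosophila ratio was 0.35, in the opposite direction. Drosophila peaks were called against inputs whose share of Drosophila reads differed between conditions. Human reads per Drosophila read, divided by the input ratio, were 0.79 in untreated cells, 0.76 at 3 h and 0.84 at 6 h. The Drosophila counts moved with this ratio, so they cannot test easier detection of human peaks at 6 h. With equal numbers of top-scoring peaks, the excess of human peaks at 6 h shrank to 1194 gained and 889 lost. A part of detection in that excess can therefore not be excluded. The peaks gained at 3 h had a median rank at the 19.95 percentile of their list or lower, which is in line with weak peaks that cross the calling threshold. A modest gain of H3K9ac would also lift weak peaks over the threshold, and this was not tested.

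The rise of metallothionein genes, joined by SLC30A1 at 3 h, may come from zinc added with the insulin, acting through the zinc-sensing factor MTF1. SLC39A10, a zinc importer that MTF1 represses, was chosen after its values were seen. Its log2 fold change was −0.32 at 3 h (edgeR, adjusted p = 0.0123) and −0.68 at 6 h (edgeR, adjusted p = 0.000252), which is consistent with this explanation. At 6 h, however, SLC30A1 was back near the untreated level (0.09; edgeR, adjusted p = 0.692) while MT1E (1.54) and MT1X (1.56) stayed high, which zinc acting through MTF1 does not explain by itself. MTF1 changed by 0.14 and 0.24. Reads shared between the metallothionein genes and their pseudogenes could move counts within the family. The summed counts of 11 family members, however, rose in every treated library, by 1.14 and 0.89 at 3 h and by 0.93 and 0.77 at 6 h on the log2 scale, against 0.13 and −0.15 in the untreated libraries, which argues against sharing as the whole cause. A direct effect of insulin on zinc transport stays open and was not tested.

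The 6 h libraries differed more from each other (0.34, root mean square on the log2 scale) than the other replicate pairs. Across genes, which are not independent replicates, this difference followed neither the GC content of the transcripts (Spearman's rho −0.132) nor their length (0.0188), where a rho over 0.3 in size was set as the mark of such a trend. Both results argue against these as the cause, and no other was tested. Both libraries had the same treatment, so the design gives no biological explanation.

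KRT16 and KRT17 had 169 and 190 counts in the first 6 h library, and KRT6B and KRT6C, which had equal counts in every library, had 28. These 4 genes were chosen after their values were seen. RNA from skin cells (keratinocytes) could bring keratin reads. Of 12 marker genes listed beforehand, 1 was highest in that library, DSC3 with 3 counts, and KRT5 and KRT14, which keratinocytes express abundantly, had 1 and 15 counts there. KRT10 and TP63 of the list are also expressed by the studied cells, with 553 to 730 and 25 to 60 counts in every library. These values argue against keratinocyte RNA, and no biological explanation was tested.

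The E-box was more frequent in promoters of genes called higher, and the GC content of these promoters could contribute to it. Against a background matched on GC content, Fisher's exact test kept an adjusted p-value under 0.05 in 93 of 100 draws, with a median of 0.0155 and a range from 0.000588 to 0.0976. In the draw set beforehand, the share of promoters with an E-box was 40.1% against 29.9% of the matched background, and 28.55% of the background before matching, so matching moved the share little. The mark set for excluding GC content as the whole cause was 95 draws, and at that mark the 2 explanations cannot be told apart.

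Some genes belong to experiments that were not analysed here, RT-qPCR, knockdown and NRF1 ChIP. In the RNA-seq libraries at 3 h and 6 h, the log2 fold change was 0.29 and 0.53 for CCDC86, 0.14 and 0.44 for LYAR, 0.16 and 0.34 for MYBBP1A, and 0.26 and 0.16 for NRF1. It was −0.02 and 0.11 for TFAM, 0.02 and −0.09 for ATP5F1D, and 0.16 and 0.05 for MYC. Of these, CCDC86 at 6 h was the only one called. The promoter peak of SLC30A1 had a fold enrichment over input of 8.02 and 7.43 in untreated cells, 7.03 and 6.84 at 3 h, and 6.35 and 6.71 at 6 h. For MT1X the values were 5.63 and 5.76, 5.64 and 6.81, and 5.68 and 6.27, and for SOD2 5.50 and 6.43, 7.55 and 8.14, and 7.43 and 7.91.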
